# PCBP1 regulates LIFR through FAM3C to maintain breast cancer stem cell self-renewal and invasiveness

**DOI:** 10.1080/15384047.2023.2271638

**Published:** 2023-11-06

**Authors:** William S. Streitfeld, Annamarie C. Dalton, Breege V. Howley, Philip H. Howe

**Keywords:** Breast cancer, epithelial-mesenchymal transition (EMT), gene regulation, invasion, migration, molecular cell biology, receptor regulation, signal transduction, STAT3, stem cells

## Abstract

The poly(rC) binding protein 1 gene (PCBP1) encodes the heterogeneous nuclear ribonucleoprotein E1 (hnRNPE1), a nucleic acid-binding protein that plays a tumor-suppressive role in the mammary epithelium by regulating phenotypic plasticity and cell fate. Following the loss of PCBP1 function, the FAM3C gene (encoding the Interleukin-like EMT inducer, or “ILEI” protein) and the leukemia inhibitory factor receptor (LIFR) gene are upregulated. Interaction between FAM3C and LIFR in the extracellular space induces phosphorylation of signal transducer and activator of transcription 3 (pSTAT3). Overexpression and/or hyperactivity of STAT3 has been detected in 40% of breast cancer cases and is associated with a poor prognosis. Herein, we characterize feed-forward regulation of LIFR expression in response to FAM3C/LIFR/STAT3 signaling in mammary epithelial cells. We show that PCBP1 upregulates LIFR transcription through activity at the LIFR promoter, and that FAM3C participates in transcriptional regulation of LIFR. Additionally, our bioinformatic analysis reveals a signature of transcriptional regulation associated with FAM3C/LIFR interaction and identifies the TWIST1 transcription factor as a downstream effector that participates in the maintenance of LIFR expression. Finally, we characterize the effect of LIFR expression in cell-based experiments that demonstrate the promotion of invasion, migration, and self-renewal of breast cancer stem cells (BCSCs), consistent with previous studies linking LIFR expression to tumor initiation and metastasis in mammary epithelial cells.

## Introduction

Mammary carcinoma is a leading cause of death among women in the US, second only to heart disease.^1^ Patients diagnosed with metastatic breast cancer have a five-year survival rate of less than 25%.^2^ The high prevalence of breast cancer in women in the US is a major public health concern and highlights the need to identify targetable biochemical mechanisms.^3^ Furthermore, the high mortality rate of patients diagnosed with metastatic mammary carcinoma prioritizes research aimed at understanding the cellular events involved in the pathology of advanced disease.

PCBP1 encodes a nucleic acid-binding protein that regulates cellular events in both the nucleus and the cytoplasm. Our previous studies have shown that multiple intracellular functions of PCBP1 participate in carcinoma progression.^4–6^ Studies by our group and others have shown that PCBP1 suppresses epithelial-to-mesenchymal transition (EMT) in mammary epithelium and that it also acts as a master regulator of epithelial cell polarity and differentiation status.^5,7–10^ Loss of PCBP1 function in normal murine mammary gland (NMuMG) cells confers an invasive, migratory phenotype that initiates tumors. Additionally, NMuMG cells with loss of PCBP1 function gain stemness potential and differentiation potency, as demonstrated by full reconstruction of the mouse mammary gland following injection into surgically cleared fat pads.^7^ The PCBP1-driven characteristics of disease in our mouse model demonstrate that EMT manifests in neoplastic cells that exemplify the characteristics of breast cancer stem cells (BCSCs).^7,11^

Our lab has previously characterized a PCBP1-dependent mechanism of tumor suppression that involves the inhibition of mRNA translation. Loss of PCBP1 expression or phosphorylation of PCBP1 by AKT2 kinase results in a loss of binding between PCBP1 and conserved 3’ mRNA secondary structures, resulting in increased protein translation. FAM3C has been shown to be among the mRNAs that contain the 3’ element, revealing links between PCBP1 expression, FAM3C expression, phenotypic changes, and carcinoma progression.^5,7,8^ Following PCBP1 knockdown, NMuMG cells upregulate FAM3C and display EMT.^8^ Additionally, knockdown of FAM3C expression has been shown to attenuate TGF-β-mediated EMT.^7,12^ Most recently, it was shown that knockdown of PCBP1 coincides with upregulation of the leukemia inhibitory factor receptor (LIFR) gene.^7^ LIFR expression and signaling have been shown to promote dormant cancer, chemoresistance, tumorigenesis, metastasis, and BCSC phenotypes in preclinical mammary carcinoma studies.^7,13,14^ Our previous study also demonstrated an interaction between FAM3C and LIFR, with the ensuing phosphorylation of STAT3.^7^ Upregulation of LIFR expression in mammary epithelial cells increases STAT3 activation via Y705 phosphorylation.^7,15^ Notably, orthotopic grafts of NMuMG cells with PCBP1 knockdown cause mammary tumors and metastases in the lungs of immunocompromised mice, and knockdown of either FAM3C or LIFR in the same cells attenuates tumor growth and metastatic burden.^7^

Constitutive STAT3 activation has been detected in multiple cancer types, including in 40% of breast cancer cases.^16^ Recent evidence has demonstrated that STAT3 overexpression and/or hyperactivity play a critical role in triple-negative breast cancer (TNBC) pathology, and that STAT3 signaling mechanisms contribute to chemoresistance in TNBC.^16,17^ Moreover, STAT3 is required for normal ductal development in the mammary gland and is sufficient for maintaining murine embryonic stem cell pluripotency.^18–20^ Recent studies have suggested that STAT3 signaling contributes to phenotypic changes associated with BCSCs through its regulation of downstream effectors, including the TWIST family of transcription factors.^21,22^

Given the role of PCBP1 in our mouse model of mammary carcinoma and the increase in FAM3C and LIFR expression following loss of PCBP1, we sought to identify the mechanism(s) governing LIFR expression in mammary epithelium. Herein, we demonstrate that regulation of LIFR occurs at the transcriptional level and show that FAM3C is involved in the modulation of LIFR protein expression. Additionally, we demonstrate how changes in LIFR signaling influence downstream regulation of gene expression. Experimental data describe the regulation of transcriptional activation at the LIFR promoter locus and indicate that the loss of PCBP1 expression induces FAM3C/LIFR-driven signaling that regulates transcriptional events associated with carcinoma pathology. Additionally, we show that modulation of LIFR signaling affects the expression of TWIST1 and that TWIST1 participates in the regulation of LIFR through a reciprocal mechanism. Finally, we show that modulation of LIFR expression directly affects invasiveness and self-renewal in NMuMG cells following loss of PCBP1 function.

## Results

### Loss of PCBP1 expression upregulates LIFR

Following knockdown of PCBP1 in NMuMG cells, we observed an increase in LIFR expression and a concomitant increase in STAT3 phosphorylation at Y705 (pSTAT3). Immunoblot analysis demonstrated an increase in LIFR protein expression in NMuMG shPCBP1 cells (hereafter “shPCBP1 cells”) relative to control cells transduced with “scrambled” nonspecific shRNA (hereafter “shSCR cells”) (Figure 1a). To determine whether LIFR upregulation occurred due to an increase in transcription, LIFR mRNA levels were measured by quantitative real-time PCR (qPCR). Upregulation of LIFR mRNA was greater than three-fold in shPCBP1 cells relative to control cells (Figure 1b). To determine whether the increase in LIFR mRNA resulted from an increase in transcription initiation, a DNA sequence flanking the LIFR proximal promoter was isolated from the genomic DNA of NMuMG cells and inserted into a plasmid vector upstream of a firefly luciferase open reading frame (ORF). Transfection of the plasmid vector followed by a dual-luciferase assay revealed an increase in the reporter signal in shPCBP1 cells relative to control cells (Figure 1c). Comparison of LIFR mRNA degradation rates following PCBP1 knockdown did not provide any evidence suggesting that an increase in mRNA stability contributed to the observed increase in LIFR mRNA (data not shown). These results show that a loss of PCBP1 expression in NMuMG cells results in increased LIFR expression through a mechanism involving increased transcriptional activity at the LIFR promoter.

**Figure 1.**
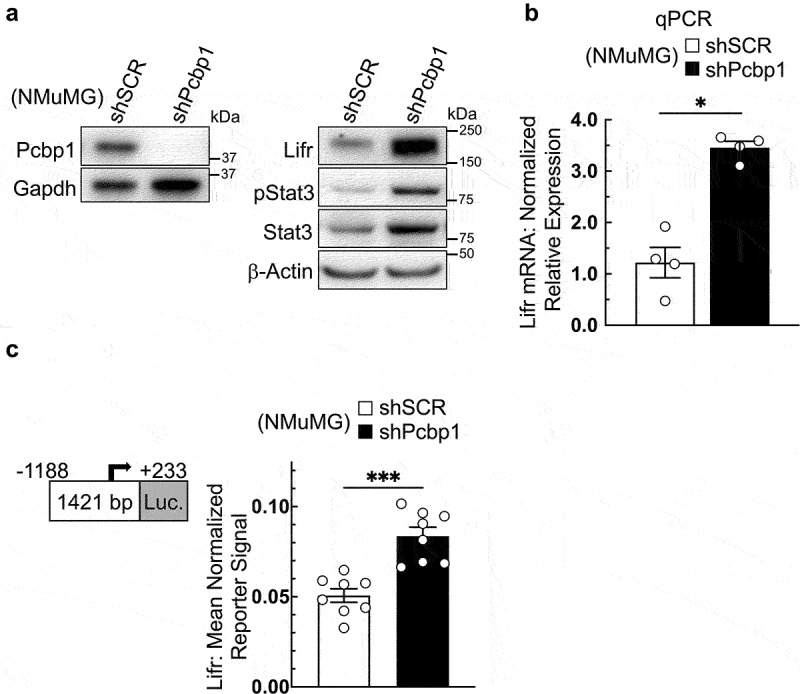
Loss of PCBP1 expression upregulates LIFR. (a) Immunoblot analysis of NMuMG cells transduced either with shRNA containing “scrambled” non-targeting control (shSCR) or shRNA targeting PCBP1 (shPcbp1). (b) qPCR analysis of the cells used in panel “a”. (c) dual luciferase reporter assay comparing the cells used in panel “a”, using the indicated region of the mouse LIFR proximal promoter upstream of a firefly luciferase open reading frame. All data points represent independent experiments, each performed in triplicate. Error bars represent standard error of the mean, *P<.05, ***P<.001 (unpaired Mann-Whitney U test).

### FAM3C participates in regulation of LIFR expression

To further characterize the landscape of FAM3C/LIFR-dependent gene regulation, FAM3C was knocked out (KO) in shPCBP1 cells using CRISPR-Cas9 (hereafter “FAM3C KO cells”). Total pooled RNA isolates were sequenced (RNA-Seq) and differentially expressed genes (DEGs) were analyzed. 

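RNA-Seq values were examined for 4 shPCBP1 cell lines (the unaltered line and CT clones 1 to 3) and 3 FAM3C KO clones, all derived from NMuMG mouse mammary epithelial cells, with 1 RNA sample per line. The authors deposited normalized CPM (counts scaled to the size of the library) for 13893 genes, in which the lowest value of each library stands for no reads. From those lowest values, the totals behind the libraries were put at 16031859 to 46901675 reads for shPCBP1 and 22581417 to 26026214 for FAM3C KO. Fold changes and tests were computed with limma on log2(CPM + 0.1), a scale that understates the change of genes with low values, for the 12621 genes with a mean of at least 0.5 CPM. The fit also held the 3 LIFR KO clones of the same dataset, and p values were adjusted by the Benjamini-Hochberg method. Fam3c (ENSMUSG00000029672, chromosome 6 of GRCm38 from 22306520 to 22356243), the gene targeted in the FAM3C KO clones, was measured first. Its transcript stood at 34.4 ± 8.23 CPM (SD, n = 3) in FAM3C KO and 53.7 ± 5.13 CPM (SD, n = 4) in shPCBP1. Each FAM3C KO clone was below each shPCBP1 line (exact permutation test, two-sided, p = 0.0286, the smallest that 4 lines against 3 allow), while the adjusted p from limma was 0.232. The paper's knockouts cut a short fragment from the coding sequence and were screened by PCR and immunoblot. The total transcript level is therefore no measure of the knockout.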

Comparisons were made between shPCBP1 cells, multiple FAM3C KO cell line “clones,” and multiple “control” (CT) cell line clones (hereafter “shPCBP1 CT cells”). shPCBP1 CT cells were created by treating cells with Cas9 in the absence of gene-specific guide RNAs. Interestingly, one of the genes found to be differentially expressed following FAM3C KO was LIFR (Figure 2a). 

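Lifr (ENSMUSG00000054263) lies on chromosome 15 of GRCm38 from 7090614 to 7197489. Its transcript was at 28.4 CPM in the unaltered shPCBP1 line and at 25.8, 34.8 and 40.2 CPM in CT clones 1 to 3. In FAM3C KO clones 1 to 3 it was at 13.5, 10.5 and 19.2 CPM. The log2 fold change was -1.18 (standard error 0.302), and all 3 FAM3C KO clones were below all 4 shPCBP1 lines (exact permutation test, two-sided, p = 0.0286). In the fit of all 3 groups, the adjusted p from limma was 0.175, which is not under the paper's threshold of 0.07. That fit takes part of its spread from the LIFR KO clones, in which Lifr ran from 14.6 to 34.9 CPM. With the 2 groups compared fitted alone, an alternative written before the data were examined, the log2 fold change was unchanged and the adjusted p from limma was 0.0203. In the 7 fits that each left out one line, the log2 fold change lay between -1.41 and -0.98. Across all tested genes, 39 passed an adjusted p of 0.07 in FAM3C KO, 11 of them higher and 28 lower than in shPCBP1. That count moved most when the 2 groups were fitted alone, to 1048 genes. Among genes past the threshold whose clones did not overlap with the shPCBP1 lines and that reached 1 CPM in a group, the largest increases were in Elfn2 (log2 fold change 2.72), Gpr141 (2.31) and Ogdhl (2.02), and the largest decreases in Cyfip2 (-6.24), Maged2 (-5.83) and Chst11 (-5.65).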

To validate the RNA-Seq results, a subset of cell line clones was selected for further study and qPCR was performed. qPCR results also demonstrated a loss of LIFR mRNA following FAM3C KO (Figure 2b). Immunoblot analysis showed that the loss of LIFR mRNA was sufficient to cause loss of LIFR protein expression (Figure 2c). To determine whether the loss of LIFR expression could be restored by re-expressing FAM3C, one of the FAM3C KO cell lines was selected for further study and transduced with either an “empty vector” (EV) control plasmid or a vector containing the mouse FAM3C ORF. Following the confirmation of stable overexpression (OE) of FAM3C (hereafter “FAM3C KO OE cells”) (Figure 2d), qPCR analysis was performed, and the results showed that LIFR mRNA was increased relative to control cells lacking FAM3C (Figure 2e). Immunoblot analysis showed that the restoration of FAM3C expression was sufficient to measurably increase abundance of LIFR protein and concomitant levels of pSTAT3 relative to cells lacking FAM3C (Figure 2f). These data suggest that FAM3C directly participates in the regulation of LIFR in shPCBP1 cells. To determine whether FAM3C demonstrates a similar effect on LIFR expression in human cells, a panel consisting of normal human mammary epithelial cell lines and human mammary carcinoma cell lines was sampled for comparative analysis of LIFR expression levels by immunoblotting (Fig. S1). Based on these results, two human metastatic mammary carcinoma cell lines (SKBr3 and MDA-MB-231) were selected for further study. Following shRNA knockdown of FAM3C in human cell lines, qPCR analysis revealed a measurable loss of LIFR mRNA levels relative to control cells, demonstrating a correlation between LIFR and FAM3C expression in human mammary carcinoma (Figure 2g). Immunoblot analysis of the same human cell lines showed that the loss of LIFR mRNA was sufficient to cause measurable attenuation of LIFR protein expression (Figure 2h).

**Figure 2.**
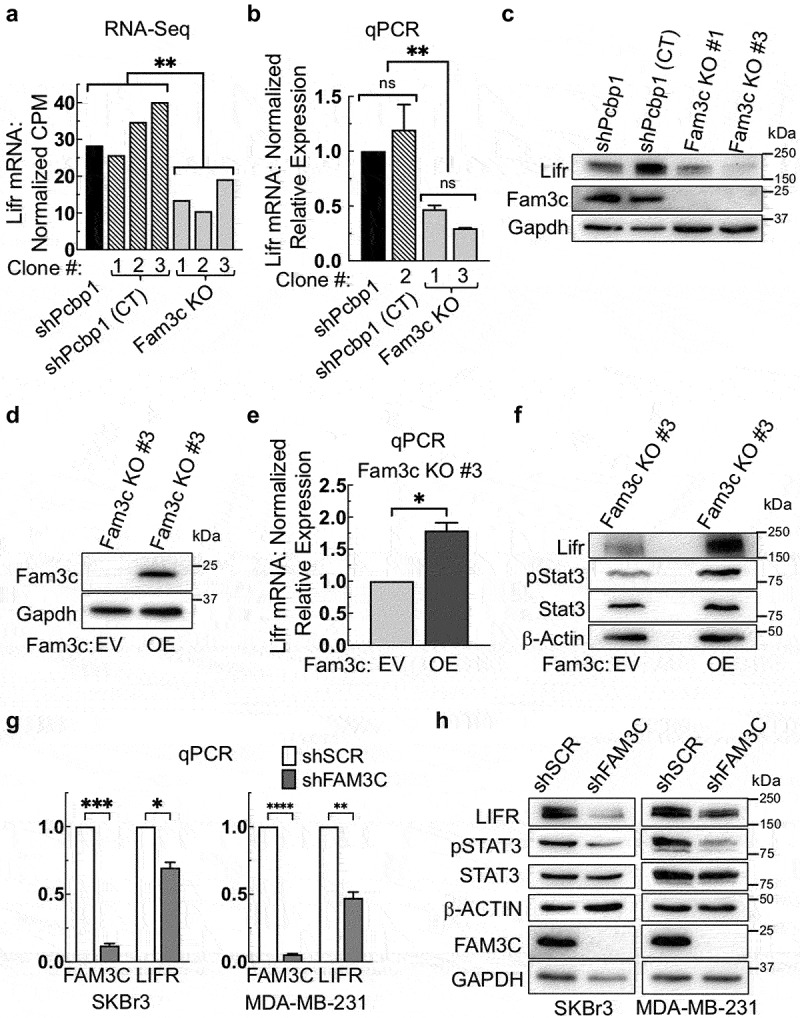
FAM3C participates in regulation of LIFR expression. (a) RNA-Seq analysis of total RNA isolates from the indicated NMuMG derivative cell lines; “CT” (control) indicates additional shPCBP1 cell lines (“clones”) treated with Cas9 in the absence of gene-specific guide RNAs. Bars represent normalized counts per million paired-end reads from one RNA sample per cell line tested, **q < 0.01 (DESeq FDR step-up). (b) qPCR validation of the RNA-Seq data in panel “a”. Error bars represent SEM from three independent experiments, each performed in triplicate, *P < .01 (one-way ANOVA). (c) Immunoblot analysis of the cells shown in panel “b”. (d) Immunoblot analysis of FAM3C KO cells shown in panel “a” following transduction with lentivirus containing either empty vector (EV) or a vector for overexpression rescue (OE) of mouse FAM3C protein. (e) qPCR analysis of the cells used in panel “d”. Error bars represent SEM from duplicate independent experiments, each performed in triplicate, *P < .05 (unpaired Student’s *t*-test). (f) Immunoblot analysis of the cells used in panel “d” using the indicated antibodies. (g) qPCR analysis using SKBr3 and MDA-MB-231 human breast cancer cell lines transduced either with “scrambled” non-targeting control shRNA (shSCR) or shRNA targeting FAM3C (shFAM3C). Error bars represent SEM from duplicate independent experiments, each performed in triplicate, *P < .05, **P < .01, ***P < .001, ****P < .0001 (unpaired Student’s *t*-tests). (h) Immunoblot analysis using the cells shown in panel “g”. ns, not significant; SEM, standard error of the mean.

### FAM3C regulates LIFR expression through STAT3

To determine whether the loss of LIFR mRNA observed in FAM3C KO cells was due to changes in the activation of transcription at the LIFR promoter, dual-luciferase assays were performed to compare shPCBP1 cells and FAM3C KO cells following transfection of the LIFR promoter luciferase vector mentioned in the preceding section. The assay results revealed that loss of FAM3C expression significantly affected the activation of the LIFR reporter (Figure 3a). To determine whether the loss of pSTAT3 following FAM3C KO could play a role in the loss of LIFR transcriptional activation, a vector containing a STAT3 cis-inducible element (CIE) upstream of a luciferase ORF was transfected into shPCBP1 cells or FAM3C KO cells. Following transfection, dual-luciferase assays were performed, and the results showed a significant loss of the pSTAT3 reporter signal following loss of FAM3C expression (Figure 3b). To further determine whether pSTAT3 participates in the activation of LIFR transcription, shPCBP1 cells were transfected with the LIFR promoter luciferase vector in the presence of the STAT3 inhibitor STAT3-IN-1. The time of exposure and concentration of the inhibitor were based on the previous use of STAT3-IN-1 in human mammary carcinoma cell lines.^23^ The assay results showed that the pharmacological inhibition of STAT3 activation also significantly affected the activation of the LIFR reporter (Figure 3c).

**Figure 3.**
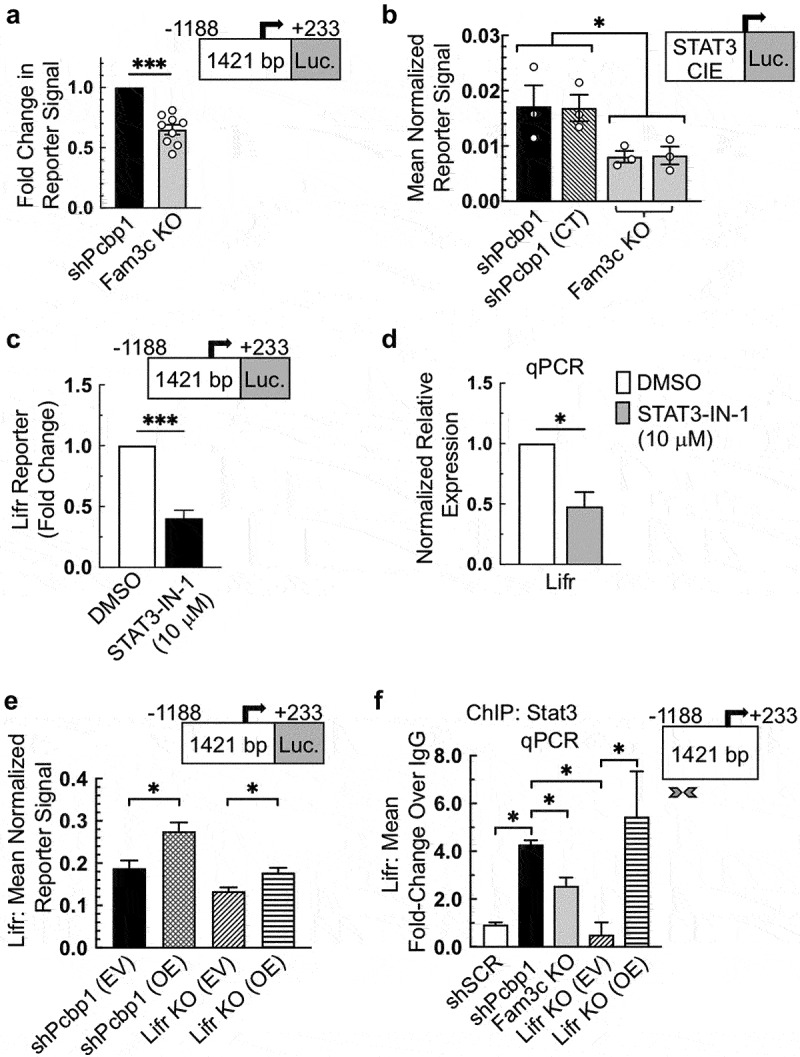
FAM3C regulates LIFR transcription through STAT3. (a) dual-luciferase assay using the indicated region of the mouse LIFR proximal promoter upstream of a firefly luciferase open reading frame (ORF), carried out in the indicated NMuMG-derivative cell lines. (b) dual-luciferase reporter assay measuring STAT3 nuclear activity, using a STAT3 cis-inducible element (CIE) upstream of a firefly luciferase ORF, carried out in the indicated NMuMG-derivative cell lines. All data points in panels “a” and “b” represent independent experiments, each performed in triplicate. Error bars represent SEM. (c) dual-luciferase assay as described in panel “a”, carried out in shPCBP1 cells treated either with DMSO (vehicle) or 10 µM inhibitor of STAT3 (STAT3-IN-1) for 24 hours. Error bars represent SEM from three independent experiments, each performed in triplicate. (d) qPCR analysis of shPCBP1 cells treated either with DMSO or 10 µM STAT3-IN-1 for 48 hours. (e) dual-luciferase assay as described in panel “a” carried out in shPCBP1 and LIFR KO cells, each transduced either with empty vector (EV) or a vector containing a viral promoter-driven mouse LIFR ORF (OE). (f) chromatin immunoprecipitation (ChIP) analysis in the indicated NMuMG derivative cell lines, following live cell cross-linking, incubation of chromatin with a STAT3 antibody, and qPCR analysis of immunoprecipitated DNA. Arrowheads indicate the region of the LIFR proximal promoter targeted by the qPCR primer set. Error bars from panels “d”, “e”, and “f” represent SEM from duplicate independent experiments, each performed in triplicate. *P < .05, **P < .01, ***P < .001 (unpaired Student’s *t*-tests). SEM, standard error of the mean.

To observe the effect of STAT3 inhibition on LIFR mRNA levels, qPCR was performed following treatment with STAT3-IN-1. The mRNA abundance of LIFR was significantly decreased in cells treated with the inhibitor relative to that in cells treated with vehicle only (Figure 3d). The mRNA levels of the STAT3 target genes STAT3 and MYC were also affected (Fig. S2A). An immunoblot assay was performed following treatment with STAT3-IN-1, and the results showed that the inhibitor was sufficient to cause a measurable loss of STAT3 phosphorylation (Fig. S2B). These results suggested that a feed-forward mechanism of LIFR regulation is present in NMuMG shPCBP1 cells. To determine whether increased LIFR signaling could drive LIFR gene expression, LIFR was knocked out in shPCBP1 cells using CRISPR-Cas9 (hereafter “LIFR KO cells”). A dual-luciferase assay was then performed on shPCBP1 and LIFR KO cells transduced with either EV or a vector containing a viral promoter-driven mouse LIFR ORF. The assay results revealed that LIFR reporter activity was significantly higher in cells overexpressing LIFR (Figure 3e). The relative levels of LIFR expression and pSTAT3 in the cell lines used were confirmed by immunoblotting, which demonstrated a marked increase in basal pSTAT3 levels in the cell lines with LIFR OE (Fig. S3). To determine whether STAT3 binds to DNA at the LIFR promoter locus in live cells during transcription activation, chromatin immunoprecipitation followed by qPCR (ChIP-qPCR) was performed. Briefly, shSCR, shPCBP1, and derivative cell lines were treated with formaldehyde to cross-link proteins with nuclear DNA, and chromatin extracts were immunoprecipitated using a STAT3-specific antibody. DNA isolated from the precipitates was quantified by qPCR using a primer set specific to nucleotides within the LIFR promoter sequence mentioned above. The results clearly demonstrated the binding of STAT3 to the LIFR promoter and a positive correlation between STAT3 binding activity and LIFR expression levels (Figure 3f).

### Transcriptomic analysis reveals a FAM3C/LIFR regulatory signature

Following our observation that FAM3C and LIFR regulate LIFR expression, we sought to identify additional FAM3C/LIFR-regulated genes. Transcriptomic analysis of shSCR, shPCBP1, FAM3C KO, and LIFR KO cells was performed using RNA-Seq. Briefly, unaltered shPCBP1 cells and three additional shPCBP1 CT cell lines were compared with three cell lines each of FAM3C KO and LIFR KO cells. 

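The 3 LIFR KO clones entered the same fit as the shPCBP1 and FAM3C KO lines. The targeted gene, Lifr, was at 34.9, 29.3 and 14.6 CPM in LIFR KO clones 1 to 3, and 26.3 ± 10.5 CPM (SD, n = 3) on average. Its log2 fold change against shPCBP1 was -0.37 (standard error 0.302, adjusted p = 0.384 from limma), and the values of clones 1 and 2 lay within the range of the shPCBP1 lines. The transcript level alone therefore does not mark these libraries as LIFR KO. Nor does it speak against the knockout, which the paper screened by PCR across the cut and by immunoblot for the protein. In total, 816 genes passed an adjusted p of 0.07, 115 of them higher and 701 lower than in shPCBP1. The median log2 fold change of all tested genes was -0.164. After median-ratio rescaling of the libraries, 489 genes passed, 188 higher and 301 lower. With the 2 groups fitted alone 35 genes passed, and leaving out one sample gave from 5 to 7234. The libraries of LIFR KO clones 2 and 3 differed from the rest by the GC content of the genes. Across 10096 genes, which are not independent replicates, Spearman's correlation between GC content and the log2 difference from the shPCBP1 mean was -0.84 in clone 2 and -0.81 in clone 3, against 0.09 in clone 1 and between -0.37 and 0.3 in the shPCBP1 and FAM3C KO libraries. Since no shPCBP1 library shared this shift, it cannot be told apart from the knockout in those 2 clones. A correction for GC content, chosen after seeing the data, left 36 genes past the threshold, of which 29 were among the 816. Before that correction, among genes past the threshold whose clones did not overlap with the shPCBP1 lines and that reached 1 CPM in a group, the largest increases were in Gcnt1 (log2 fold change 1.61), Gm10719 (1.57) and Gm10717 (1.42), and the largest decreases in Chst11 (-6.80), Ebf1 (-5.45) and Chst1 (-5.21). After it, Chst11 and Ebf1 passed the threshold (adjusted p = 0.0152 and 0.032 from limma), and the other 4 did not (0.0778 to 0.171). Gm10719 and Gm10717 are predicted genes, and their values are uncertain where the counting could have split reads between near-identical copies.

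**Figure D1:**
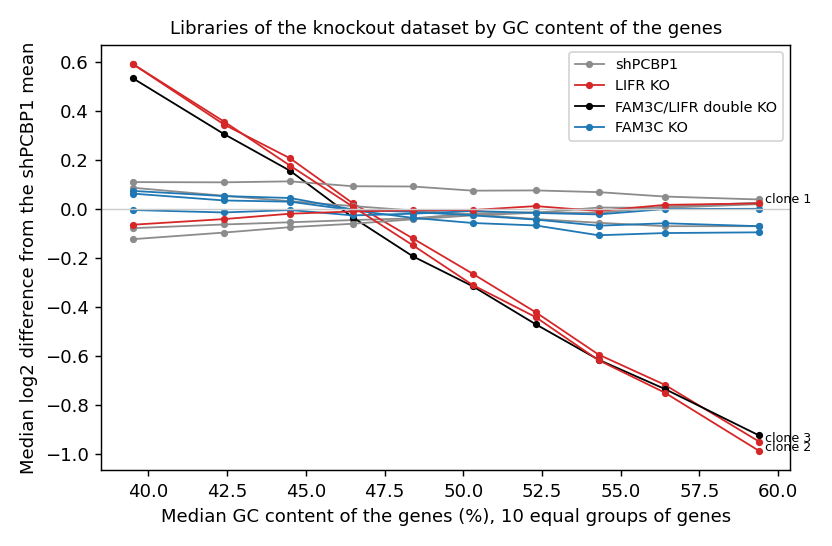
Median log2 difference from the shPCBP1 mean (vertical axis) against the median GC content in percent of 10 equal groups of genes (horizontal axis), with one line per library. In the highest GC group LIFR KO clones 2 and 3 stand at -0.99 and -0.95 and the double KO library at -0.92, and LIFR KO clone 1 at 0.02.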

The list of differentially expressed genes (DEGs) was aligned with a second (preexisting) RNA-Seq dataset that compared shSCR cells to shPCBP1 cells. 

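The second dataset held 2 shSCR and 2 shPCBP1 samples. The controls are called shSCR here as in the paper, while the labels deposited with the data describe them as NMuMG cells without treatment. The authors deposited CPM for 15023 protein-coding genes, with a lowest value of 0.0001 in each sample, together with the mean of each group and their ratio. The depth behind these values is unknown apart from the depth that the methods state. The 2 datasets were fitted apart, and levels were not compared between them. Pcbp1 (ENSMUSG00000051695, chromosome 6 of GRCm38 from 86524492 to 86526321), the gene targeted by the shRNA, was at 14.1 and 14.2 CPM in shPCBP1 and at 287 and 312 CPM in shSCR. Its log2 fold change was -4.39 (standard error 0.0376, adjusted p = 5.23e-14 from limma). Fam3c was lower in shPCBP1, at 20.2 CPM on average against 25.8 CPM in shSCR, a log2 fold change of -0.35 (standard error 0.0495, adjusted p = 6.26e-05 from limma). The paper describes the effect of PCBP1 loss on FAM3C as increased translation, which mRNA levels do not measure. Of 11384 genes tested with limma, 9123 passed an adjusted p of 0.07, with 4792 higher and 4331 lower in shPCBP1. Requiring a fold change of at least 1.5 as well moved this count most, to 3543 genes. The median absolute log2 difference between the replicates was 0.057 in shSCR and 0.052 in shPCBP1, against 0.116 to 0.177 between pairs of shPCBP1 lines in the knockout dataset. With 2 samples per group, an exact permutation test cannot go below p = 0.333. Among genes past the threshold whose samples did not overlap and that reached 1 CPM in a group, the largest increases were in Nes (log2 fold change 10.50), Flnc (9.49) and Slc38a1 (8.82), and the largest decreases in Igfbp4 (-8.54), Trf (-7.65) and Gabre (-7.58).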

Superimposition of the datasets identified a set of 490 DEGs that were (1) upregulated by the loss of PCBP1 relative to shSCR and (2) either upregulated or downregulated by FAM3C and LIFR KO relative to shPCBP1 cells (Figure 4a, Table S1). 

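The superimposition was recomputed from the labelled groups, with genes matched by identifier and no test applied. Among 11049 protein-coding genes that passed the filter on low values in both datasets, 1774 were higher in shPCBP1 than in shSCR by a fold change of at least 1.5. Of the same genes, 815 differed by at least 1.5 in FAM3C KO and 1931 in LIFR KO. All 3 conditions held for 168 genes, of which 114 are listed in Table S1. With no filter on low values the number was 343, and with an adjusted p under 0.07 required in all 3 comparisons it was 9.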

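In shSCR, Lifr was listed at the lowest value of the file in both samples, and it stood at 2.94 and 2.40 CPM in the 2 shPCBP1 samples (adjusted p = 1.38e-09 from limma). Its fold change passed the cutoff of 1.5 in FAM3C KO but not in LIFR KO, so Lifr was not among the 168 superimposed genes computed from the labelled groups.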

As expected, LIFR was found in that set of 490 DEGs. Further examination of the 490 DEGs showed that the majority were dysregulated in the same direction (either upregulated or downregulated together) following FAM3C and LIFR KO. 

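Of the 168 superimposed genes, 100 (59.5%) were lower in both FAM3C KO and LIFR KO than in shPCBP1, and 25 (14.9%) were higher in both. The direction was therefore the same for 74.4% of the genes. Both knockouts were compared with the same 4 shPCBP1 lines. When 2 of these lines served as controls for FAM3C KO and the other 2 for LIFR KO, the share with the same direction averaged 66.0% over the 6 ways to divide them and ranged from 57.1% to 77.1%. The shares lower in each knockout alone gave 55.7% in that setting. Without LIFR KO clone 3, 44.0% of the genes were lower in both knockouts and 52.8% had the same direction, the largest changes among the fits that each left out one sample. After correction for GC content, chosen after seeing the data, the log2 differences of clone 3 from the shPCBP1 mean had a Spearman correlation of 0.51 with those of the FAM3C KO mean over 8893 genes, which are not independent replicates, against 0.07 and 0.11 for LIFR KO clones 1 and 2. With LIFR KO clone 1, the one LIFR KO library without the GC shift, as the only LIFR KO library, a setting chosen after seeing the data, 41.8% were lower in both.

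**Figure D2:**
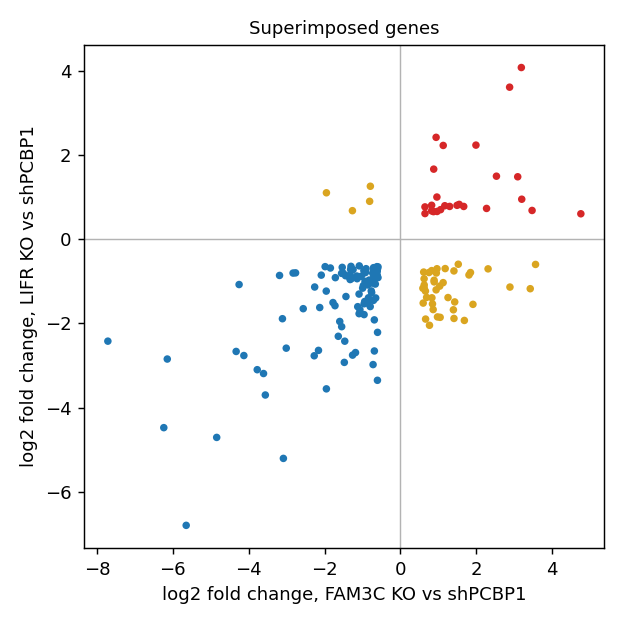
Log2 fold change in FAM3C KO (horizontal axis) and in LIFR KO (vertical axis), both against shPCBP1, for the 168 superimposed genes, with one point per gene. Blue points are the 100 genes lower in both knockouts, red points the 25 higher in both and yellow points the 43 that moved in opposite directions.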

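Among the superimposed genes computed from the labelled groups, 43 (25.6%) moved in opposite directions in FAM3C KO and LIFR KO. The share was 18.7% with no filter on low values, 34.0% with separate control lines for each knockout and 16.7% to 47.2% in the fits that each left out one sample, the highest without LIFR KO clone 3. In settings chosen after seeing the data, it was 46.6% with LIFR KO clone 1 as the only LIFR KO library and 5.67% with the groups of libraries, the double KO included, that match Table S1.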

Very few DEGs demonstrated opposite directionality relative to shPCBP1 cells (Figure 4b). This suggests that FAM3C/LIFR expression participates in maintaining the increased expression levels of a specific set of genes that are upregulated due to the loss of PCBP1. 

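The genes raised by the loss of PCBP1 were also followed as one set in the knockout dataset, whose samples had no part in defining it. The set held the 1823 genes with a fold change of at least 1.5 and an adjusted p under 0.07 in shPCBP1 against shSCR, of which 1774 were tested. In FAM3C KO its median log2 fold change was -0.023 relative to the other genes (adjusted p = 0.319 over the 2 knockouts from limma's camera, and p = 0.229 from an exact permutation of the 7 samples, both two-sided), and 56.4% of the set was lower than in shPCBP1 against 52.4% of the other genes. In LIFR KO the difference was -0.165 (adjusted p = 0.00386 from limma's camera, and p = 0.0286 from the exact permutation, the smallest it allows), with 74.9% of the set lower against 62.8% of the other genes. By clone, the difference was -0.029 in LIFR KO clone 1, within the range of -0.032 to 0.06 of the shPCBP1 lines, and -0.26 and -0.161 in clones 2 and 3, whose libraries carry the GC shift. After the GC correction, which was chosen after seeing the data, it was -0.056 (adjusted p = 0.0344 from limma's camera). By clone, the corrected differences were -0.034, -0.084 and -0.011 in LIFR KO clones 1 to 3, against -0.024 to 0.062 in the shPCBP1 lines, so that clones 1 and 2 lay outside that range and clone 3 within it. FAM3C KO clone 3 also lay outside the shPCBP1 range, at -0.047 before the correction and -0.031 after it. FAM3C KO clones 1 and 2 lay within it. A single library outside the range is therefore weak evidence. From the shared direction of the superimposed genes, the paper proposes that FAM3C and LIFR take part in keeping up the expression of a specific set among the genes raised by the loss of PCBP1.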

Additionally, gene ontology analysis was performed using the DAVID Knowledgebase, revealing a significant association between the shPCBP1/FAM3C/LIFR transcriptomic signature and phenotypic context involved in mammary carcinoma pathology (Fig. S4).

**Figure 4.**
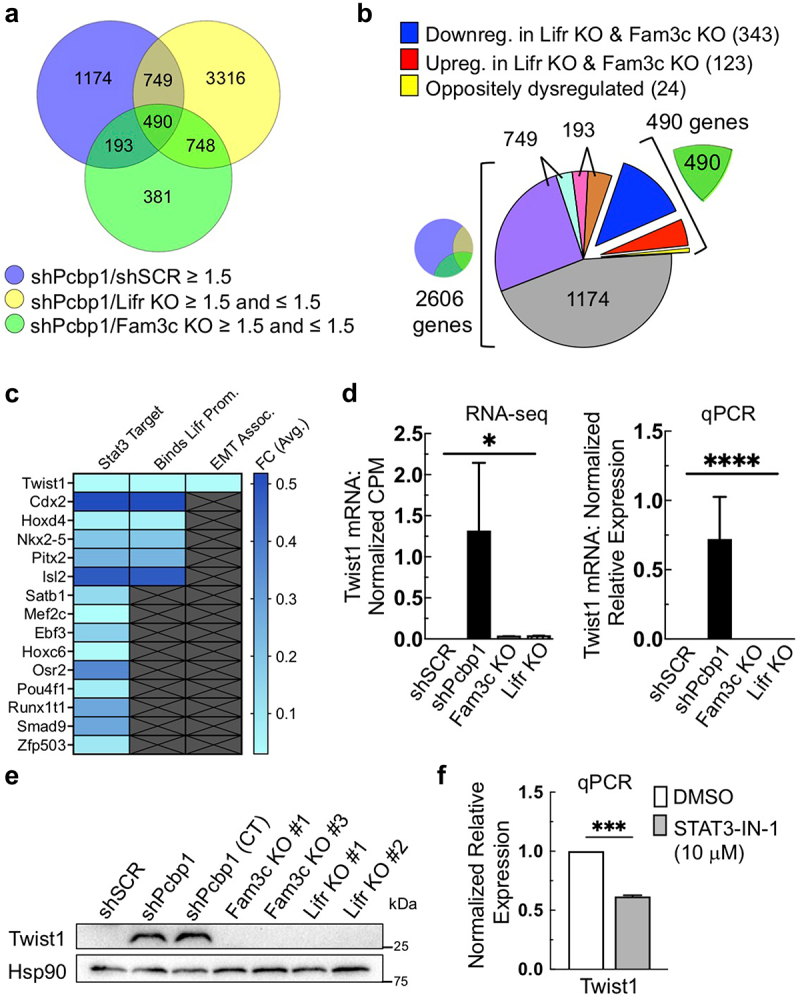
Transcriptomic analysis reveals a FAM3C/LIFR regulatory signature. (a) Venn diagram depicting the overlap of three independent RNA-Seq dataset analyses using the indicated NMuMG derivative cell lines. The center area (490) indicates the number of differentially expressed protein-coding genes (DEGs) common to all three datasets, that satisfy the indicated fold-change criteria. (b) exploded pie chart indicating the distribution of DEGs common to the overlap of datasets as indicated in the Venn diagram in panel “a”, with the indicated fractions (purple, brown, dark blue) corresponding to the downregulated DEGs following knockout (KO) of FAM3C and LIFR, relative to shPCBP1. (c) heat map indicating the average fold change in FAM3C and LIFR KO cells relative to shPCBP1 cells in the subset of 15 transcription factor (TF) genes that contain STAT3 consensus elements in their respective promoters. Center and right columns indicate if the TF gene also satisfies the indicated condition. (d) relative expression of the TWIST1 gene in the RNA-Seq data shown in panel “a”. Bars indicate average counts per million (CPM) in each group. Error bars represent SEM, *P < .05 (unpaired Student’s *t*-tests) (left); validation of TWIST1 expression by qPCR in a subset of cell lines (right). Error bars represent SEM, ****P < .0001 (two-way ANOVA). (e) Immunoblot analysis of the cell lines used for qPCR in panel “d”. (f) qPCR analysis of shPCBP1 cells treated with 10 µM inhibitor of STAT3 (STAT3-IN-1) for 48 hours. Error bars represent SEM from duplicate independent experiments, each performed in triplicate, ***P < .001 (unpaired Student’s *t*-test). Downreg., downregulated; Upreg., upregulated; prom., promoter; Assoc., associated; SEM, standard error of the mean.

To examine genes in our superimposed datasets that might be indicative of a FAM3C/LIFR transcriptional cascade, 59 transcription factors (TFs) were identified within the set of 490 DEGs using the FANTOM5 database (Table S2). Using the JASPAR/TRANSFAC database, 15 of the 59 TF DEGs were identified as potential STAT3 target genes. Furthermore, the JASPAR database identified six of the 15 STAT3 target genes as potentially capable of binding to the LIFR promoter sequence used in the preceding sections. 

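Of the transcription factor genes shown in Figure 4c, 14 were analysed, and 9 of them passed the filter on low values in the knockout dataset. All 9 had lower mean log2 values in FAM3C KO than in shPCBP1, with log2 fold changes from -4.25 to -0.53. The mean log2 values of the same 9 were also lower in LIFR KO, with log2 fold changes from -4.39 to -0.68. For Ebf3 (-1.08) this rested on LIFR KO clone 3, which was at the lowest value of its library, while clones 1 and 2 were at 7.37 and 3.12 CPM and the mean CPM was 1.046 times that of shPCBP1. Adjusted over all genes, 2 passed limma's threshold in FAM3C KO (Hoxc6 and Pou4f1) and 1 in LIFR KO (Hoxc6). Adjusted over the list alone, 5 and 6 passed, which is no independent check since the list was drawn from these data. Hoxc6 was at 6.88 ± 2.55 CPM (SD, n = 4) in shPCBP1, 0.419 ± 0.543 CPM (SD, n = 3) in FAM3C KO and 0.216 ± 0.0510 CPM (SD, n = 3) in LIFR KO. In the second dataset only 2 of the 14 genes, Cdx2 and Ebf3, passed the filter, and both were higher in shPCBP1 than in shSCR.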

From the list of six STAT3/LIFR-participating TFs, we identified TWIST1 as a gene of interest because it was previously characterized as being involved in EMT and BCSC self-renewal (Figure 4c).^21,24–27^ Our RNA-Seq data showed that TWIST1 expression levels increased following the loss of PCBP1 expression, but then decreased following KO of either FAM3C or LIFR (Figure 4d). 

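Twist1 (ENSMUSG00000035799) lies on chromosome 12 of GRCm38 from 33957671 to 33959829. In the second dataset it was listed at the lowest value in both shSCR samples and stood at 0.323 and 0.333 CPM in the 2 shPCBP1 samples, too low to pass the filter, so no test was made. In the knockout dataset, its values were 3.62 CPM in the unaltered shPCBP1 line and 1.41, 0.0808 and 0.172 CPM in CT clones 1 to 3. It was listed at the lowest value of the library, which stands for no reads, in all 3 FAM3C KO and all 3 LIFR KO clones. On the log2(CPM + 0.1) scale the mean differed from shPCBP1 by -2.36 in FAM3C KO (adjusted p = 0.384 from limma) and by -2.31 in LIFR KO (adjusted p = 0.111 from limma). Neither passed the threshold, and the spread between the 4 shPCBP1 lines (SD 1.65 CPM) exceeded their mean of 1.32 CPM. An exact permutation test, two-sided, gave p = 0.171 for each knockout. With ratios of mean CPM, chosen after seeing the data, the log2 values were -5.01 and -4.84, which are bounds set by the value that stands for no reads.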

Changes in TWIST1 expression levels observed in the RNA-Seq data were validated by qPCR and immunoblotting (Figures. 4d,e). Additionally, qPCR results measuring TWIST1 mRNA levels in the presence of STAT3-IN-1 demonstrated a loss of TWIST1 mRNA abundance, validating our identification of TWIST1 as a STAT3-regulated gene in shPCBP1 cells (Figure 4f). The preceding analysis suggests a transcriptomic pattern downstream of FAM3C/LIFR/STAT3 modulation that is specifically implicated in mammary carcinoma pathology and that is exemplified by changes in the regulation of an established mediator of EMT and cell fate, TWIST1.

### LIFR and TWIST1 are co-regulated

To further validate our identification of TWIST1 as a gene regulated by LIFR/STAT3, ChIP was performed using a STAT3 antibody, as described in the preceding section, and DNA was measured by qPCR using a primer set specific to the TWIST1 promoter locus. The results demonstrated the binding of STAT3 to the TWIST1 promoter and showed that STAT3 binding activity correlates positively with TWIST1 expression in the NMuMG-derivative cell lines used (Figure 5a). To determine whether TWIST1 expression could be driven by LIFR OE, shPCBP1 cells were transduced with either EV or a vector containing the mouse LIFR ORF (LIFR OE), and qPCR was performed. The results showed a significant increase in TWIST1 mRNA abundance in LIFR OE cells relative to control cells (Figure 5b). Immunoblot analysis of the same cell lines confirmed that the increase in TWIST1 mRNA levels was sufficient to cause a measurable increase in TWIST1 protein (Figure 5c). After observing the prediction from the JASPAR database that TWIST1 could potentially bind to the LIFR promoter, we sought to determine whether TWIST1 OE could drive LIFR expression. FAM3C KO cells were transduced with either EV or a vector containing a mouse TWIST1 ORF. Immunoblot analysis revealed that the decrease in LIFR protein expression in FAM3C KO cells was partially reversed by TWIST1 OE (Figure 5d). To determine whether TWIST1 binds to DNA at the LIFR promoter in live cells, ChIP-qPCR was performed using an antibody specific to TWIST1. Using the primer set described in the preceding sections for the detection of LIFR promoter DNA, qPCR results showed binding of TWIST1 to the LIFR promoter in shPCBP1 cells. As expected, binding was not detected in shSCR, FAM3C KO, or LIFR KO cell lines, which do not express measurable levels of TWIST1 (Figure 5e). These results strongly suggest the presence of a reciprocal regulatory circuit in shPCBP1 cells that maintains LIFR expression through the feed-forward regulation of transcription. The results further suggest that shPCBP1 cells achieve increased LIFR expression and signaling through STAT3 and TWIST1 activity (Figure 5f).

**Figure 5.**
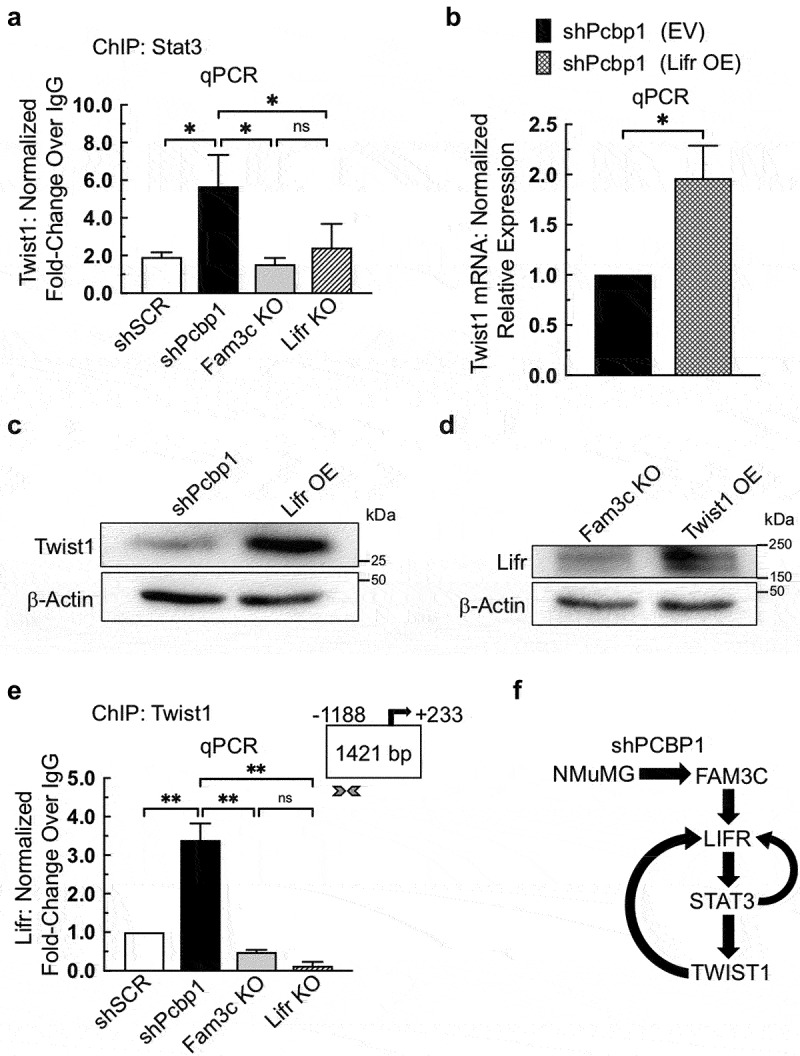
LIFR and TWIST1 are co-regulated. (a) chromatin immunoprecipitation (ChIP) analysis in the indicated NMuMG-derivative cell lines, following live cell cross-linking, incubation of chromatin with a STAT3 antibody, and qPCR analysis of immunoprecipitated DNA. Error bars represent SEM from duplicate independent experiments, *P < .05 (one-way ANOVA). (b) qPCR analysis of shPCBP1 cells transduced with either empty vector (EV) or a vector containing the mouse LIFR open-reading frame (OE). Error bars represent SEM from three independent experiments, each performed in triplicate, *P < .05 (unpaired Student’s *t*-test). (c) Immunoblot analysis of the cells shown in panel “b”. (d) Immunoblot analysis of FAM3C KO cells transduced either with EV or a vector containing the mouse TWIST1 open reading frame. (e) chromatin immunoprecipitation (ChIP) analysis in the indicated NMuMG-derivative cell lines, following live cell cross-linking, incubation of chromatin with a TWIST1 antibody, and qPCR analysis of immunoprecipitated DNA. Arrowheads indicate the region of the LIFR proximal promoter targeted by the qPCR primer set. Error bars represent SEM from duplicate independent experiments, **P<.01 (one-way ANOVA). (f) schematic diagram of the hypothesized feed-forward regulatory circuit present in shPCBP1 cells. OE, overexpression; ns, not significant; SEM, standard error of the mean.

### LIFR expression promotes an invasive BCSC phenotype

Previous studies by our group have characterized phenotypic changes consistent with EMT in epithelial cells with PCBP1 knockdown.^8,28,29^ Studies by our group and others have further characterized suppression of invasiveness, stemness, tumorigenesis, and metastasis by PCBP1 in various carcinomas.^5,30–33^ Additionally, numerous recent mammary carcinoma studies have implicated STAT3 signaling as a contributor to invasive potential and metastasis through its exacerbation of EMT.^34–36^ In previous studies, PCBP1 knockdown measurably altered the expression levels of epithelial and mesenchymal marker genes and dramatically changed the morphological appearance of epithelial cells to resemble that of mesenchymal cells.^5,8^ In the current study, we observed EMT morphology following knockdown of PCBP1 and further observed that LIFR OE in shPCBP1 and LIFR KO cells caused an increase in cellular elongation that often accompanies EMT (Fig. S5).

To determine whether LIFR expression had a direct effect on the invasiveness of shPCBP1 cells, a 3D invasion assay was performed to compare shPCBP1, LIFR KO, and LIFR KO cells with LIFR OE (LIFR KO OE cells), and relative growth patterns were quantified using a software-based method. The results showed that the loss of LIFR dramatically hinders 3D invasion, and that its OE restores invasive growth beyond the levels detected in shPCBP1 cells expressing endogenous levels of LIFR (Figure 6a). A similar result was observed when cell migration rates were measured in the same cells. LIFR KO significantly attenuated the migration rate, and LIFR OE rescued the loss of migration in LIFR KO cells. However, LIFR OE did not increase the migration rate beyond that achieved by the endogenous LIFR expression levels present in shPCBP1 cells (Figure 6b).

**Figure 6.**
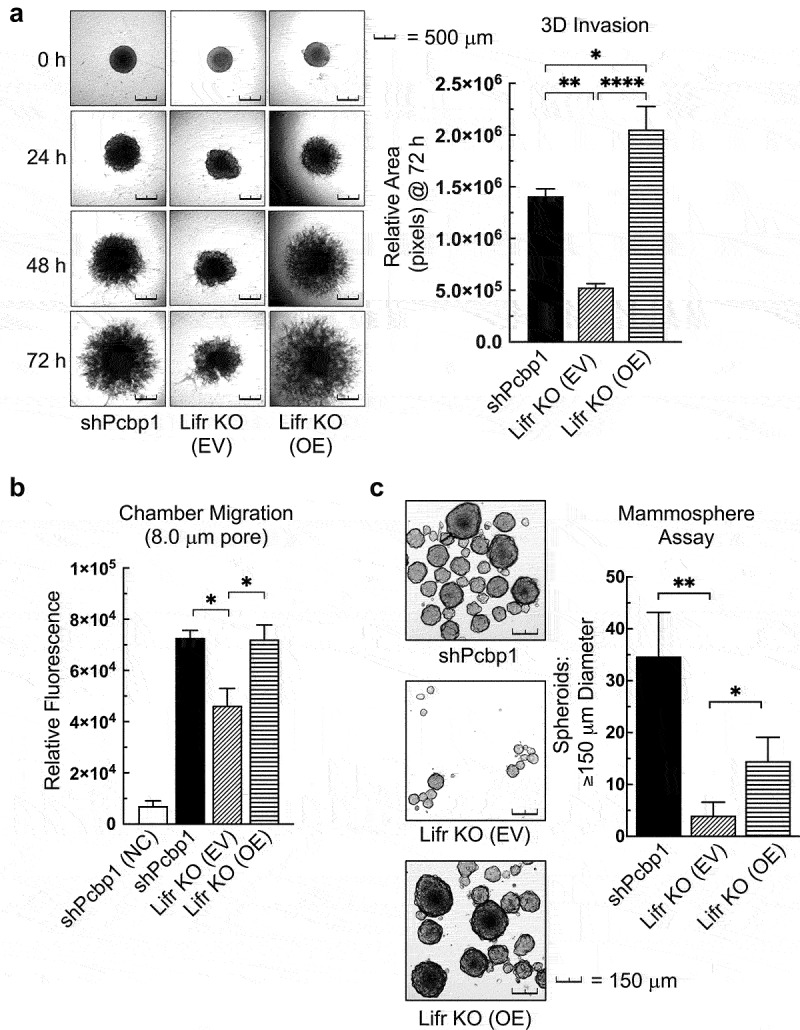
LIFR expression promotes an invasive BCSC phenotype. (a) Representative images of the indicated shPCBP1-derivative cell lines’ 3-dimensional growth in cultrex basement membrane extract at the indicated time points, taken at 5X magnification. 10% fetal bovine serum (FBS) was used as chemoattractant (left), and quantification of the mean total increase in area from zero hours (right). Error bars represent SEM from four independent experiments, *P < .05, **P < .01, ****P < .0001, (one-way ANOVA). (b) quantification of migration through polycarbonate chamber inserts (8.0 µm pore size) over 24-hours following seeding in serum-free medium. 10% FBS was used as chemoattractant. Calcein AM was used to detect only the cells that successfully migrated through the pore. Error bars represent SEM from three independent experiments, *P < .05 (unpaired Student’s *t*-tests). (c) Representative images of the indicated shPCBP1-derivative cell lines following mammosphere assay culture for 8 days, taken at 5X magnification (left). Comparison of total spheroid counts (right). Error bars represent SEM from five independent experiments, *P < .05, **P < .01 (unpaired Mann-Whitney U-Test). EV, empty vector; OE, overexpression; NC, no chemoattractant; SEM, standard error of the mean.

The mammosphere assay quantifies the capacity of mammary epithelial cells to self-renew by measuring the size and frequency of spheroid colony formation. We sought to determine whether the modulation of LIFR expression could affect the self-renewal capacity of shPCBP1 cells. shPCBP1, LIFR KO, and LIFR KO OE cells were compared by mammosphere assay, and the results showed that self-renewal was also dramatically affected by the loss of LIFR expression, and that LIFR OE partially rescued this effect (Figure 6c). When the proliferative rates were compared between the cell lines used in the preceding culture-based experiments, the differences in growth rates were not found to be significant (data not shown). These results demonstrate that LIFR expression levels dramatically affect the invasion, migration, and stemness potential of shPCBP1 cells.

### Loss of FAM3C/LIFR attenuates spheroid growth in human mammary carcinoma cells

Our group previously observed attenuation of spheroid growth by mammosphere assay in shPCBP1 cells following knockdown of either FAM3C or LIFR.^7^ To determine whether loss of FAM3C/LIFR expression would similarly affect spheroid growth in human cells, SKBr3 cells with shRNA-mediated knockdown of FAM3C (shFAM3C cells) were compared with control cells (HMLE normal human mammary epithelial cells and SKBr3 shSCR cells) by mammosphere assay. SKBr3 shFAM3C cells showed a measurable reduction in spheroid formation compared to SKBr3 shSCR cells, and, as predicted, normal HMLE cells were not viable under these growth conditions (Figures. 7a,b). Notably, the size of the spheroids in both groups was variable, with large spheroids being present in both groups. To determine whether the proliferative rate of the cells under these conditions was also measurably attenuated by FAM3C knockdown, harvested spheroids were trypsinized, and pooled cells were counted following each experiment. Although control and shFAM3C cells were seeded in equal numbers, control cells showed a greater increase in growth after eight days (Figure 7c). These results suggest that the loss of FAM3C/LIFR expression attenuates both the self-renewal capacity and viability of human mammary carcinoma cells under non-adherent, serum-free growth conditions *in vitro*.

**Figure 7.**
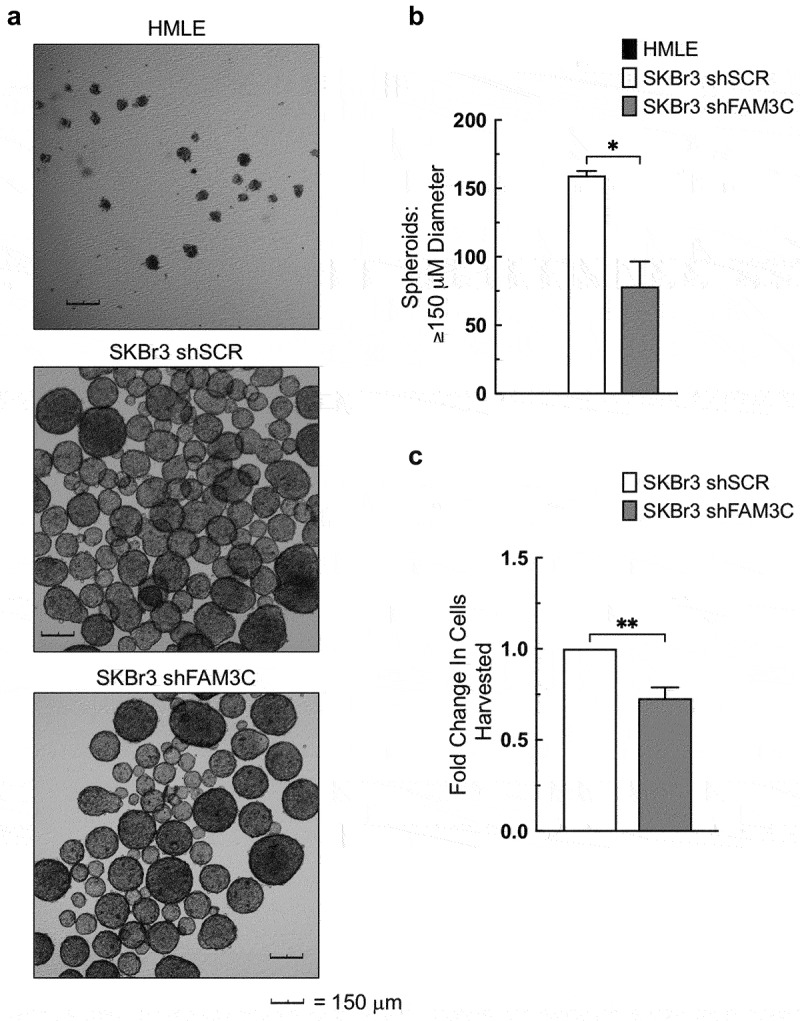
Loss of FAM3C/LIFR attenuates spheroid growth in human mammary carcinoma cells. (a) Representative images of HMLE cells and the indicated SKBr3-derivative cell lines following mammosphere assay culture for 8 days, taken at 5X magnification. (b) Comparison of total spheroid counts from the cells shown in panel “a”. (c) Comparison of total cell counts from the SKBr3 cells shown in panel “a”, following trypsinization and cell counts of harvested spheroids. Error bars represent SEM from duplicate independent experiments, *P < .05, **P < .01 (unpaired Student’s *t*-tests). SEM, standard error of the mean.

## Discussion

PCBP1 is a multifunctional nucleic acid-binding protein that has been implicated in the pathogenesis of various carcinomas through its suppression of EMT and tumorigenesis.^4^ Although a variety of PCBP1-dependent mechanisms have been described, those responsible for disease progression in mammary carcinomas remain largely unknown. In the current study, we defined a mechanism of phenotypic change in murine mammary epithelial cells lacking PCBP1 function. Furthermore, we demonstrated aberrant expression of the LIFR gene following the loss of PCBP1 and illustrated a mechanism of LIFR maintenance in mouse and human tumorigenic mammary epithelial cells. We also provided data that describe a signature of gene regulation downstream of the FAM3C/LIFR interaction, and that identified TWIST1 as a transcription factor that participates in the maintenance of LIFR expression. Finally, we demonstrated that the aberrant expression of LIFR in shPCBP1 cells supports increased invasion, migration, and self-renewal capacity.

Our previous study demonstrated the effect of FAM3C or LIFR knockdown in shPCBP1 cells by revealing that increased self-renewal *in vitro* and decreased tumor burden and metastases *in vivo* were dependent on FAM3C-induced LIFR-dependent pSTAT3.^7^ Preclinical studies by other groups have likewise demonstrated that LIFR expression promotes breast cancer progression. For example, Zeng et al. demonstrated that upregulation of LIFR occurs following histone deacetylase inhibition (HDACi) and subsequently causes increased expression of STAT3-target genes associated with resistance to apoptosis. Zeng et al. concluded that LIFR-induced pSTAT3 promotes disease by decreasing the efficacy of HDACi therapies.^37^ More than ten additional examples of preclinical characterization of LIFR/JAK/STAT3 in nine additional cancer types can be associated with the conclusion that increased LIFR expression promotes disease progression.^38^ However, several studies have shown that increased LIFR expression can suppress disease progression through its induction of JAK/STAT3 and other signaling pathways, suggesting that the role of LIFR is “pleiotropic” due to its range of potential downstream regulatory effects. For example, Johnson et al. suggested that although LIFR expression increases following HDACi treatment, upregulation of STAT3-target genes not only induces stemness, but also dormancy in cancer cells.^14^ Although Johnson et al. further characterized the induction of LIFR expression following HDACi treatment in a later study, and reached some conclusions that were similar to those of Zeng et al., it was demonstrated that LIFR upregulation following HDACi treatment drives cancer cell dormancy, potentially prolonging patient survival.^39^ Several additional studies by other groups have provided preclinical *in vivo* evidence suggesting that LIFR suppresses disease progression by inducing JAK/STAT3 and other pathways, including HIPPO and PI3K/AKT.^40,41^ Although examination of the preponderance of pan-cancer preclinical data characterizes LIFR as a promoter of carcinoma pathology (approximately two-thirds of examples), a considerable amount of data has shown that LIFR can act as a suppressor of disease progression, prompting the need for further research to delineate the breadth of LIFR-dependent intracellular mechanisms in neoplastic tissues and the extent to which the tissue of origin may act as a determinant.^38^

In the current study, we sought to build upon our previous findings by identifying key intracellular mechanisms and dysregulated genes downstream of FAM3C/LIFR interaction. Our identification of a feed-forward mechanism of LIFR regulation aligns with a previous investigation that demonstrated an increase in LIFR mRNA levels following leukemia inhibitory factor-induced pSTAT3.^42^ Additionally, examination of the genome-wide occupancy of STAT3 by high-throughput sequencing (ChIP-seq) in MDA-MB-231 TNBC cells revealed an example of STAT3 binding to the 5’ region near the promoter of the LIFR gene.^43^ Additional ChIP-seq datasets from murine embryonic fibroblasts and oligodendrocyte progenitors have revealed that STAT3 binds to the LIFR transcription start site region.^44,45^ Furthermore, our identification of LIFR expression/pSTAT3 signaling as promoters of invasion, migration, and self-renewal aligns with previous findings in multiple carcinoma types, including breast cancer.^46–52^ Finally, the loss of self-renewal and viability in human mammary carcinoma cells (SKBr3) following FAM3C knockdown suggests that FAM3C-mediated maintenance of LIFR expression may be required to maintain the BCSC phenotype in human breast cancer. However, further studies using animal models are required to determine how LIFR expression directly affects the metastatic potential of the invasive mammary carcinoma cell lines used in the current study.

It is important to note that our experimental context showcased the manipulation of LIFR expression in tumorigenic cells that have previously undergone EMT. The role of EMT in the promotion of disease progression and the degree to which it affects the phenotype of cancer cells can potentially vary and may explain some of the differences in the conclusions drawn by other groups attempting to define the role of LIFR in disease progression. Our previous studies have clearly demonstrated the role of shPCBP1-mediated EMT in the progression of mammary carcinoma *in vivo* and was therefore selected as an appropriate experimental context for further characterization of FAM3C/LIFR/STAT3 participation in the regulation of pathological features.

Previous studies have identified TWIST1 as a transcription factor that plays a role in regulating the genes responsible for EMT and stem cell self-renewal.^21,24,26,53^. Zhao et al. demonstrated STAT3-dependent TWIST1 induction and subsequent STAT3/TWIST1-dependent EMT in the lung-metastatic derivative (LM2–4175) MDA-MB-231 human mammary carcinoma cell line.^21^ Similar evidence was presented by Lin et al. using A549 lung adenocarcinoma cells and by Cho et al. using PC-3 human prostate cancer cells.^54^ Surprisingly, TWIST1 overexpression did not significantly increase invasion, migration, or self-renewal of shPCBP1 cells in the current study, nor did it rescue the loss of these properties in LIFR KO cells (data not shown). The direct influence of TWIST1 on EMT, stemness, and migration/invasion in our model requires further investigation. However, we were able to determine that TWIST1 participates in the regulation of LIFR; therefore, it is plausible that TWIST1 influences the phenotype of shPCBP1 cells through the propagation of LIFR-dependent signaling. Our transcriptomic data also identified TWIST2 as a dysregulated transcription factor that might be involved in driving phenotypic changes in shPCBP1 cells. Although the expression of TWIST2 was significantly increased in shPCBP1 cells relative to shSCR cells, preliminary experiments failed to reveal how a modest downregulation of TWIST2 following FAM3C or LIFR KO impacts the shPCBP1 phenotype (data not shown).

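Twist2 (ENSMUSG00000007805, chromosome 1 of GRCm38 from 91801461 to 91848028) was at 3.76 and 3.52 CPM in the 2 shPCBP1 samples of the second dataset and at 0.0814 and 0.0567 CPM in shSCR, a log2 fold change of 4.47 (standard error 0.167, adjusted p = 9.74e-10 from limma). In the knockout dataset it was at 24.8 ± 3.63 CPM (SD, n = 4) in shPCBP1 and 13.3 ± 6.86 CPM (SD, n = 3) in FAM3C KO, and each FAM3C KO clone was below each shPCBP1 line (exact permutation test, two-sided, p = 0.0286, adjusted p = 0.522 from limma). LIFR KO clones 1 to 3 were at 33.1, 19.6 and 6.94 CPM, a log2 fold change of -0.57 (adjusted p = 0.422 from limma) that became 0.05 without clone 3.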

Our transcriptomic analysis examined the overlap of DEGs that were upregulated by the loss of PCBP1 and dysregulated (either up- or down-regulated) by the loss of FAM3C and LIFR expression. Seventy percent of the DEGs identified were downregulated by FAM3C and LIFR KO, which allowed us to assert that the upregulation of FAM3C and LIFR following the loss of PCBP1 provides an interaction that allows cells to maintain the expression of a specific set of genes. We focused on the genes downstream of pSTAT3, but it is important to note that LIFR has been shown to activate signal transduction through several additional pathways, including MAPK, PI3K/AKT/mTOR, and HIPPO-YAP, in a manner that is selectively responsive to coupling with other members of the IL-6 family of cytokine receptors.^15,41,55–57^ Additionally, there are several examples of carcinoma studies that implicate LIFR/STAT3 in regulatory “cross-talk” with additional signaling pathways including HEDGEHOG and WNT.^58–60^ Preliminary pathway analysis of our transcriptomic data revealed associations between our set of 490 DEGs and both the HEDGEHOG and WNT pathways; however, delineation of the relevant mechanisms related to this study will require further analysis (data not shown).

Ongoing analysis of our transcriptomic data may reveal additional DEGs required for invasion and migration, which are regulated by LIFR expression and signaling. 

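Mmp2 (ENSMUSG00000031740, chromosome 8 of GRCm38 from 92827291 to 92853420) was listed at the lowest value in both shSCR samples and was at 2.17 and 2.37 CPM in the 2 shPCBP1 samples of the second dataset (adjusted p = 1.62e-09 from limma). In the knockout dataset it was at 3.62 CPM in the unaltered shPCBP1 line and 1.07, 5.54 and 12.9 CPM in CT clones 1 to 3. All 3 FAM3C KO clones were lower, with 0.0886 and 0.440 CPM in clones 1 and 2 and the lowest value of the library in clone 3. LIFR KO clones 1 to 3 were at 0.376, 0.541 and 0.686 CPM, also below every shPCBP1 line. The log2 fold change was -4.13 in FAM3C KO (adjusted p = 0.0662 from limma) and -2.76 in LIFR KO (adjusted p = 0.0616 from limma). In 9 of 15 alternative settings for FAM3C KO and 10 of 15 for LIFR KO the adjusted p no longer passed 0.07. An exact permutation test, two-sided, gave p = 0.0571 for each knockout.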

We identified the matrix-metalloprotease 2 (MMP2) gene as a candidate DEG in our dataset, and further characterization of its expression in shPCBP1 cells may enable connection to FAM3C/LIFR/STAT3 signaling. MMP2 has been shown to be directly regulated by STAT3, and examination of ChIP-seq data from MDA-MB-231 cells showed that STAT3 binds to the 5’ region near the MMP2 promoter.^43,61,62^ Additionally, recent data have characterized the role of MMP2 in invasive breast cancer and metastatic melanoma and demonstrated a correlation between STAT3 activity and MMP2 expression.^61,63,64^ Coincidentally, Schmidt et al. identified a loss of MMP2 expression following knockdown of FAM3C in human breast cancer cells.^65^

In light of the fact that an estimated 90% of breast cancer-related deaths are caused by metastatic disease, it is appropriate to continue research to identify how transformed cells gain the ability to invade adjacent tissues and evade sensitivity to chemotherapy.^66^ Here, we describe a signaling mechanism in a model system that exemplifies the relevant characteristics of advanced mammary carcinoma pathology, and we provide evidence of parallel phenomena in human breast cancer cells. Although further studies are needed to formulate interventions for the pathology that results from loss of PCBP1 function, we believe that our findings elucidate a key component of PCBP1’s role in suppression of the metastatic cascade.

## Experimental procedures

### Cell culture

NMuMG, HEK293T, HMLE, MCF10A, MCF7, SKBr3, and MDA-MB-231 cells (ATCC) were maintained at 37°C and 5% (v/v) CO_2_ in a humidified incubator. MCF7 cells were generously gifted by Dr. Wenjian Gan (MUSC). NMuMG, HEK293T, MCF7, and MDA-MB-231 cells were cultured in DMEM (Corning) 4.5 g/L glucose supplemented with 10% fetal bovine serum (FBS) (Atlanta Biologicals). SKBr3 cells were cultured in McCoy’s 5A Modified Medium (Thermo Fisher Scientific) supplemented with 10% FBS. HMLE cells were cultured in DMEM-F12 (Gibco) supplemented with 5% calf serum (VWR), 0.5 μg/ml hydrocortisone, 10 µg/ml insulin, and 20 ng/ml epidermal growth factor (Corning). MCF10A cells were cultured in DMEM F-12 supplemented with 5% horse serum, 20 ng/ml epidermal growth factor, 100 ng/mL cholera toxin (Sigma), 10 µg/mL insulin (Sigma), and 0.5 µg/mL hydrocortisone (Sigma). All cell lines were supplemented with 1% antibiotic/antimycotic (Gibco) and 0.02% prophylactic plasmocin (InvivoGen).

### CRISPR-Cas9

Single-guide RNA (sgRNA), tracrRNA, and Cas9 protein (IDT) were assembled into a complex according to the manufacturer’s specifications (Lonza) and electroporated into cells using Amaxa Nucleofector II (Lonza). sgRNA pairs were selected for excision of a ~ 125 bp DNA fragment in the coding sequence of the target gene. The electroporated cells were serially diluted in 96-well culture dishes to isolate KO candidates from discrete colonies. Candidate cell lines were screened by PCR using primers flanking or nested within the excision. Cell lines with positive PCR results were further screened by immunoblotting to confirm KO of the target gene. The sgRNA and PCR primer sequences are listed in Table S3.

### Lentiviral transduction

Lentivirus was produced for transduction of either shRNA or protein overexpression vectors using the 2^nd^ generation system. An envelope plasmid (pMD2.G), packaging plasmid (psPAX2), and either an shRNA-containing vector (pLKO.1-puro, Addgene #8453) or mammalian protein expression vector (pLenti-CMVie-IRES-BlastR, Addgene #119863) were transfected into HEK293T cells using Lipofectamine 3000 (Thermo Fisher) in Opti-MEM serum-free medium (Gibco). Virus-containing supernatant media (5 mL) were collected after 36–48 hours, strained through a .40 µm filter, diluted in DMEM by a factor of 5–10, and added to target cells with 8 µg/mL polybrene. Following incubation for 24–48 hours, 1 µg/mL puromycin or 10 µg/mL blasticidin was added to the culture medium to select the target cells. The shRNA sequences for human shSCR and for FAM3C knockdown are listed in Table S3.

### Immunoblotting

Whole cell lysates were produced by rinsing cells grown on culture plates twice with PBS, prior to scraping the cells into a small volume of PBS. Cells were pelleted by centrifugation at 300 × G in microcentrifuge tubes, and an appropriate amount of RIPA lysis buffer (50 mM Tris-Cl, pH 7.6, 1% NP-40, 12 mM sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 165 mM sodium chloride) was added. The cells were kept on ice with occasional mixing for ~45 min and then centrifuged at 16,000 × G at 4°C for ten minutes. The supernatants were then transferred into fresh tubes and stored at −20°C. Protein concentrations were measured using a Pierce Micro BCA Protein Assay Kit (Thermo Fisher Scientific). Samples were denatured by adding an appropriate volume of Laemmli sample buffer (62.5 mM Tris-Cl pH 6.8, 1% SDS, 10% glycerol, 50 mM dithiothreitol (DTT), 0.001% bromophenol blue), followed by incubation at 95°C for 5 min. Denatured samples were resolved by electrophoresis through polyacrylamide gels ranging from 7.5% to 12.5% and electrotransferred onto polyvinylidene fluoride (PVDF) membranes at a constant current for 16–20 hours. Membranes were incubated in blocking buffer (5% skim milk in Tris-buffered saline with 0.01% Tween-20, TBST) for one hour at room temperature (RT), and then incubated for 2–24 hours at 4°C in blocking buffer with the addition of a primary antibody to detect the protein of interest. The following primary antibodies were used: LIFR (Santa Cruz #sc -515,337), FAM3C (Sigma #AV44904), pSTAT3 (Cell Signaling #9145), STAT3 (Cell Signaling #9139), GAPDH (Santa Cruz #sc -32,233), β-Actin (Santa Cruz #sc -47,778), TWIST1 (Cell Signaling #90445), and HSP90 (Santa Cruz #sc -13,119). After primary antibody incubation, the membranes were rinsed 3 X 10–15 minutes in TBST and then incubated in blocking buffer with the addition of the appropriate secondary antibody for 0.5–1.5 hours at RT. The following horseradish peroxidase (HRP)-conjugated secondary antibodies were used: goat anti-mouse IgG (Thermo Fisher #31430; 1:10,000) and goat anti-rabbit IgG (Thermo Fisher #31460; 1:10,000). After incubation with the secondary antibody, the membranes were washed again as described above. Bands were detected by adding 1–2 mL of HRP substrate (EMD Millipore) directly onto the membrane. Images were acquired using ChemiDoc MP (Bio-Rad) and processed using Image Lab software (Bio-Rad).

### Quantitative real-time PCR

RNA was extracted from cells using TRIzol reagent (Ambion), according to the manufacturer’s protocol. RNA concentrations were determined using a Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized using QScript cDNA Supermix (Quantabio) according to the manufacturer’s protocol for a final concentration of 100 ng/mL. PCR reactions were carried out in 10 µL volumes using 2X iTaq Universal SYBR Green Supermix (Bio-Rad), with a final cDNA concentration ranging from 500 pg to 6 ng/µL. Primers were used at a final concentration of 570 nM. A list of the primer sequences used for target genes and for internal control “housekeeping genes” can be found in Table S3. Nucleic acid standards for the calculation of PCR efficiency were formulated using the purified PCR amplicons. An eight-fold dilution series of four standards ranging from concentrations of approximately 73 to 300 pg/µL was used to calculate a standard curve for each primer set used. The negative controls consisted of cDNA samples prepared without the QScript Supermix. PCR reactions were carried out in triplicate in 384-well opaque, white-skirted plates on a C1000 Touch Thermal Cycler (Bio-Rad) coupled to a CFX384 Real-Time System (Bio-Rad). Data were analyzed using CFX Maestro software (Bio-Rad), and normalized relative expression was calculated using the Eff^(-ΔΔCT)^ method, where Eff = 2 × (PCR efficiency% ÷ 100), CT = thermal cycle threshold of detection, ΔCT = (target gene CT – internal control gene CT), and ΔΔCT = (experimental sample ΔCT – control sample ΔCT).

### Dual-luciferase assay

A DNA sequence corresponding to the mouse LIFR regulatory region (Table S3) was amplified from genomic DNA extracts and ligated into the pGL3-Basic vector (Promega). Approximately 100 K cells in 12-well culture plates were co-transfected with ~1 µg pGL3 and ~ 500 ng pNL3.1 (Promega) and allowed to grow for 24 h. The cells were then trypsinized and resuspended in DMEM containing 10% serum, centrifuged at 300 × G and washed 2X with PBS with repeated centrifugation. Cells were then resuspended in 200 µL of PBS and distributed into 96-well opaque white assay plates (triplicate wells at 60 µL). Luminescence was measured using the Nano-Glo Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer’s protocol using a Molecular Devices Spectramax iD5 Multi-Mode Microplate Reader. The relative normalized reporter signal was calculated by first subtracting “background signal” firefly luminescence (pGL3) acquired from pGL3-Basic “empty vector” control transfections from each experimental transfection, then dividing the remaining firefly luminescence values by the Nano-Luc luminescence (pNL3.1) values generated by the same well to determine the normalized reporter signal per well. Finally, the mean normalized reporter signal was determined from triplicate wells and compared between experimental groups. For experiments using the STAT3 CIE reporter, the pGL3 vector was replaced with the pGL4.47 vector (Promega). For experiments using STAT3 inhibition, the cells were seeded in DMEM and allowed to grow overnight. Immediately prior to transfection, the culture medium was replaced with a medium containing STAT3-IN-1 (10 µM final concentration) or an equal volume of DMSO.

### Mammosphere assay

Culture plates containing adherent cells were trypsinized using trypsin-EDTA (Gibco), resuspended in DMEM containing 10% FBS, and centrifuged at 300 × G. The medium was aspirated, and the cells were resuspended in serum-free DMEM to a concentration of ~ 500 X10^3^ cells per mL. Cells were then counted manually using trypan blue under 10X magnification, using disposable cell counting slides (KOVA Glasstic #87144). Cells were diluted to a concentration of 100 X10^3^ cells per mL and strained through a 40 µm mesh strainer into 5 mL of mammosphere medium (final concentration 2.0 X10^3^ cells per mL for mouse cells, and 6.7 X 10^3^ cells per mL for human cells). The mammosphere medium consisted of DMEM F12 (Gibco) supplemented with recombinant human epidermal growth factor (20 ng/mL), recombinant human basic fibroblast growth factor (20 ng/mL), B-27 supplement (Thermo Fisher #17504044), and 1% antibiotic/antimycotic (Gibco). Strained cells were distributed into six wells of a 24-well ultra-low attachment culture plate (Corning #3473) at a volume of 750 µL per well (1.5 X10^3^ cells per well for mouse cells, and 5.0 X 10^3^ cells per well for human cells). Cells were allowed to grow undisturbed for 8 days, then imaged and counted manually using a 150 µm cutoff threshold. After 8 days of growth, human mammospheres were collected and pooled in 15 mL conical tubes, and PBS was used to rinse wells to collect spheroids. Trypsin-EDTA (Gibco) was added directly to spheroid suspensions in 15 mL tubes (final concentration ~ 0.1%), and incubated at 37°C for 10 minutes, with occasional inversion of the tube. Tubes were then centrifuged at 300 X G for 5 minutes to pellet cells, followed by resuspension in 500 µL of DMEM and manual counting as described above.

### 3D invasion assay

Cells were trypsinized using trypsin-EDTA (Gibco), resuspended in DMEM containing 10% FBS, counted manually as described above, and then diluted to 1.0 X10^6^ cells/mL concentration in mammosphere medium (see above for recipe). The cells were again diluted to 1.0 X10^5^ cells/mL in 1 mL of mammosphere medium, and 50 μ L (5000 cells) of each cell sample was added (in duplicate) to a 96-well ultra-low binding U-shaped bottom culture plate (Corning #07-202-463). Cells were then centrifuged at 300 × G for 5 min and allowed to grow for 24 h at 37°C to form spheroids. Following visual confirmation of spheroid formation, culture plates were chilled on ice for 15 minutes, and 37.5 μ L of ice cold Cultrex Basement Membrane Extract (R&D Systems #3432-010-01) was added to each well and centrifuged at 300 × G for 5 minutes. Cells were then incubated at 37°C for 1–2 hours and initial time-point images were taken. DMEM lacking serum (control wells) or containing 10% FBS (chemoattracted wells) was then overlaid (150 μ L) onto each well. Spheroids were imaged again at 24-hour intervals thereafter and incubated for 72 additional hours. The relative increase in area was calculated by measuring the pixel area at the 72-hour time point and then subtracting the pixel area from the initial time point. Pixel area was calculated using ImageJ software (version 2.9.0/1.53t) equipped with the Izrs1.zip installation of “Analyze_Spheroid_Cell_Invasion_In_3D_Matrix” tool (Volker Baecker, 2017).

### Imaging of mammosphere and 3D-invasion assays

Mammospheres and 3D-invasion spheroids were imaged using a Leica (DM IL LED Fluo) phase-contrast light microscope at 5X magnification, equipped with a USB 2.0 digital camera (AmScope MU 500, 5.1 MP) attached to a PC (Dell Optiplex 380) running a Windows 7 operating system. The mammosphere diameter was measured using AmScope software (version X86 4.11) calibrated with an improved Neubauer hemocytometer grid.

### Chromatin immunoprecipitation/DNA isolation

Cells were grown in 150 mm culture plates until 80–90% confluent and were cross-linked, followed by chromatin isolation and analysis using the SimpleChIP^Ⓡ^ Enzymatic Chromatin IP Kit (Cell Signaling, #9003) according to the manufacturer’s specifications. 8–10 μ g of chromatin was then incubated for 24 h at 4°C with antibodies against STAT3 (Cell Signaling #9139, 0.275 µg/IP), TWIST1 (Santa Cruz #sc -81,417, 3.5 μ g/IP), or an equal amount of nonspecific mouse IgG (Cell Signaling #5415S). Antibodies were collected using magnetic beads and DNA was purified according to the manufacturer’s specifications. qPCR was then carried out as described above using primer sets specific to the genomic region of interest (Table S3). The relative fold-change of DNA abundance over IgG was calculated using the Eff^(-ΔΔCT)^ method, where Eff = 2 × (PCR efficiency% ÷ 100), CT = the thermal cycle threshold of detection, ΔCT = (target gene IP CT – target gene input CT), and ΔΔCT = (target gene IP ΔCT – IgG IP ΔCT). 2% of each chromatin sample was set aside to be used as an input sample, and the CT values of input samples were reduced by a value 5.64 (2^5.64^ = 50) to adjust for the 1:50 dilution factor relative to the IP sample.

### Chamber insert migration assay

Cells were trypsinized using trypsin-EDTA (Gibco), resuspended in phenol red-free DMEM containing 10% FBS, counted, and then diluted in serum-free phenol red-free DMEM at a concentration of 200 × 10^3^ cells/mL. The cell suspension (200 mL, 4 × 10^4^ cells) was then added to the top chamber of a 12-well polycarbonate membrane-containing insert with an 8.0 µm pore size (CellTreat #230633). Next, 800 µL of either serum-free DMEM (control inserts) or DMEM containing 10% FBS was added to the bottom chamber and the cells were incubated at 37°C for 24-hours. The media were then aspirated from the bottom chambers, 200 µL of 0.05% trypsin-EDTA containing 2.5 µg/mL calcein AM (Sigma) was added to the bottom chambers, and inserts were incubated for 30 min at 37°C to allow migrated cells to detach from the underside of the insert. The plates were gently tapped to aid detachment of the cells, and the inserts were then removed. The 200 µL volume was then mixed gently, and 180 µL was added to an opaque white 96-well assay plate (3 × 60 µL/well). Fluorescence was measured using a Molecular Devices Spectramax iD5 Multi-Mode Microplate Reader with excitation and emission wavelengths of 488 and 520 nm, respectively. The relative fluorescence was quantified by generating a standard curve using serial dilution of a known quantity of calcein AM-treated cells. Background subtraction was performed by measuring a well containing a 0.05% trypsin-EDTA/calcein AM solution without cells.

### RNA-Seq

Cells were seeded on 60 mm culture plates and grown until ~ 75% confluence, trypsinized, washed twice with PBS, pelleted, and placed on ice. Total RNA was extracted from cells using the simplyRNA Cells kit (cat # AS1390) with Maxwell RSC 16 (Promega) according to the manufacturer’s specifications. RNA QC, along with that of the downstream libraries (below), was performed using a 4200 TapeStation (Agilent). One mg of total RNA was used to construct libraries with the New England Biolabs NEBNext^Ⓡ^ rRNA Depletion Kit (Cat# E6310X) and Ultra II Directional RNA Library Prep Kit for Illumina (Cat# 7760 L), according to the manufacturer’s instructions. Dual-indexed libraries were pooled and sequenced at VANTAGE (Vanderbilt University Medical Center) on an Illumina NovaSeq 6000 (S4 flow cell) to a depth of approximately 50 million paired-end 150 bp reads per library. Files containing paired-end reads (in.fastq.gz format) were uploaded to the Partek Flow web-based software platform (version 10.0.21). Reads were trimmed and aligned to the GRCm38 (mm10) mouse genome assembly using the Bowtie2 applet. Aligned reads were annotated, and differential expression analysis was performed using the DESeq2 applet. See the “Data Availability” subsection for access to raw and processed data files.

### STAT3 inhibition

Cells were treated with DMEM supplemented with either 5 or 10 µM STAT3-IN-1 (MedChemExpress) in DMSO, or DMSO only, for 24 or 48 h, as described previously. Cell seeding was adjusted as necessary to compensate for the slightly diminished proliferative rate in the 10 µM STAT3-IN-1 treatments. Cells were seeded to permit continuous growth over the indicated time periods, without the need for media changes.

### Gene ontology analysis

The list of gene IDs (official gene symbols) derived from transcriptomic data (Table S1, S2) was fed directly into the analysis wizard of the DAVID Bioinformatics resource.^67,68^ The functional annotation tool and gene ontology were selected. The data returned for biological process annotations were used to generate the graphic visualizations shown in the supplemental data section of this article.

### Statistical methods

The experimental results were analyzed using GraphPad Prism (version 9.5.1). Bars in the bar graphs represent the experimental mean, and error bars represent the standard error of the mean, unless otherwise indicated. Independent unpaired Student’s *t*-tests were used for individual comparisons, and one-way or two-way ANOVA was used for group comparisons, where applicable. Transcriptomic data analysis for individual genes was performed by DESeq FDR step up, which included a post-hoc test (q-value) for multiple comparisons q < 0.07 was considered significant. Superimposition of RNA-Seq datasets generated DEG lists based on fold-change and were agnostic to q-values. Individual candidate DEGs expression levels were validated by qPCR analysis where applicable. Post-hoc tests were not performed unless otherwise indicated. All experiments were repeated at least twice, and statistical significance was set at *P* < .05. P-values for gene ontology data were generated using methods within the DAVID Bioinformatics Database.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The RNA-Seq data generated in this study are publicly available in the Gene Expression Omnibus (GEO) under GSE234882.

How the deposited data were processed for this re-analysis (not part of the article)

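RNA-Seq values from NMuMG-derived cell lines were analysed in 2 datasets. The first held 4 shPCBP1 lines (unaltered and CT clones 1 to 3), 3 FAM3C KO clones, 3 LIFR KO clones and 1 FAM3C/LIFR double KO, with 1 sample per line. The second held 2 shSCR and 2 shPCBP1 samples. Its control samples are called shSCR in the paper, which is followed here, and NMuMG cells without treatment in the labels. The double KO was left out of the fits and tests of the labelled groups, because the paper's text does not report it and it is a single sample. It is drawn in the figure of GC content by library, and it enters the settings that use Table S1's groups and the comparisons of single libraries.

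The authors trimmed and aligned the reads, quantified annotated genes in Partek Flow, ran DESeq2, and deposited CPM for each sample, with a small value in place of 0. For the second dataset the authors also deposited the mean CPM of each group and the ratio (fold change) of the means. The fold changes and tests given here were computed from the deposited CPM of the samples. The methods name GRCm38 as the assembly. Gene starts of the second dataset equalled those of GENCODE M21 (GRCm38) for 14269 of 14795 matched genes, and those of the first dataset for 302 of 13870, so coordinates of named genes were taken from GENCODE M21.

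The methods state one approximate depth for all libraries, sequenced as paired-end reads of 150 bp. In the first dataset the lowest value of each library implied totals of 16031859 to 46901675 reads (median 26927041) for shPCBP1, 22581417 to 26026214 (median 25002438) for FAM3C KO, 18641622 to 24043316 (median 23319427) for LIFR KO and 21348271 for the double KO. Too few of the low values were whole multiples of that step (shares of 0.838 to 0.855) to recover reads, so no count test was run. The depth behind the values of the second dataset is unknown.

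The design written before the data were examined gave a count test for counts and limma for normalized values, and the latter applied. The values were transformed to log2(CPM + 0.1), and genes with a mean of at least 0.5 CPM were kept, 12621 in the first dataset and 11384 in the second. Group means were fitted with limma 3.58.1 in R 4.3.3 with a mean-variance trend. The first dataset was fitted with its 3 groups together. Benjamini-Hochberg adjusted p under 0.07 was the threshold, as in the paper. Gene sets were tested two-sided with camera at an inter-gene correlation of 0.01. Exact permutation tests were run on log2 values of single genes. The superimposition used fold changes without a test, as the paper's methods describe. The cutoff of 1.5 is the one marked in Figure 4a. The log2(CPM + 0.1) means and the filter on low values were choices made here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

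The genes named were fixed before the data were examined. They were the genes that the paper names (14 of those in Figure 4c, the rest not analysed here), panels of epithelial, mesenchymal and receptor or STAT3 response genes, and the 3 genes up and the 3 down with the largest change in each comparison among those past the threshold whose samples did not overlap and that reached 1 CPM in a group. Replicate numbers shared across groups are the clone and replicate numbers of the labels.

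The alternatives fixed beforehand were median-ratio rescaling, quantile normalization, a pseudocount of 1 CPM, other filters on low values, an adjusted p under 0.05, a fold change requirement, the 2 groups fitted alone, the replicate number as a block, leaving out each sample in turn, and other rules for the superimposition. Alternatives chosen after seeing the data were a correction for GC content (a loess curve with span 0.3 of each library's deviation on the GC content of the gene), the same with the block, subtraction of the lowest value, the sample groups that match Table S1, LIFR KO clone 1 alone, and ratios of group means, over all common genes and for Lifr and Twist1.

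The procedures were tested on simulated data made from the real genes' means and spreads. Of 200 changed genes, 119 of the 12621 simulated genes of the first dataset and 177 of the 11384 of the second were found, with 11 and 8 unchanged genes also past the threshold. A simulated GC trend in 2 of 3 LIFR KO libraries with no gene changed gave 0 genes past the threshold with and without the correction. With only the 2 libraries that carried the trend, 4600 genes passed without correction and 0 with it when the spread came from all groups, and 7545 and 0 when it came from shPCBP1 and FAM3C KO. Gene ontology terms and searches for transcription factor binding sites were not analysed here.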

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

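The tests of GC content, transcript length and depth were chosen after the results were seen, and the counts of other splits were set out before.

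A difference between the 2 knockouts appeared in the direct comparison of FAM3C KO with LIFR KO, where 1045 of 12621 genes passed an adjusted p of 0.07 (limma), 862 higher and 183 lower in FAM3C KO. After correction for GC content 82 genes passed. Of the 10 splits of the 6 samples, 1, the real one, gave as many genes, and 10 splits cannot give a share under 0.1. In simulated data a GC trend in 2 of the 3 LIFR KO libraries gave 0 calls, but the simulation held only that trend and independent spread. Neither that 0 nor the fall to 82 settles whether GC content is the source. The difference between the knockouts cannot be told apart from GC content.

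The libraries of LIFR KO clones 2 and 3 and of the double KO differed from the other 8 in the same way. The weakest of their 3 correlations with GC content across genes was -0.79, and the strongest with transcript length was 0.26. Their shares of mitochondrial mRNA were 7.16% to 8.58%, against 3.14% to 4.06% in the other 8. Their implied totals lay within the range of the other 8 libraries for all 3, so depth does not separate them. A GC content bias between libraries is a candidate explanation (correlation -0.79). The 3 libraries include no shPCBP1 line, and neither the labels nor the paper give a library batch. The labels number the 11 libraries, and these 3 are numbers 9 to 11. A difference in the handling of the samples or libraries may also contribute (7.16%), and neither it nor the bias can be told apart from the knockout in them.

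The double KO, which the paper's text does not report, is a single library with no replicate check. It had Lifr at 4.36 CPM, below the 25.8 to 40.2 CPM of the shPCBP1 lines. GC content does not account for this, since the log2 difference from the shPCBP1 mean was -2.84 before and -2.99 after correction, and LIFR KO clone 2, with a correlation of -0.84 with GC content, had Lifr at 29.3 CPM. The genes raised by PCBP1 loss had a median difference of -0.208 from the other genes in it, outside the -0.032 to 0.06 of the shPCBP1 lines. After correction for GC content the difference was -0.072, smaller but still outside the -0.024 to 0.062 of the shPCBP1 lines after correction. The library carries the GC shift (correlation -0.79), and for the gene set a biological explanation cannot be told apart from what the correction leaves of it.

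Among the 4 shPCBP1 lines of the knockout dataset, 3 of 57 named genes had one line far from the other 3, and about 1 in 20 would by chance. The gap divided by the range of log2 values was 0.856 for Cdh1, 0.848 for Lif and 0.937 for Myc. The count is thus close to what chance would give, and no other explanation was tested.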

How the results depend on the processing

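The alternatives were set before the data were examined unless said otherwise, and the cause of a change was not tested unless a value is given. The gene set results in both knockouts and Twist1 in both knockouts kept their direction in every setting run and their side of the threshold in every setting that gave a p. The test on recovered reads was not run, since reads could not be recovered.

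For FAM3C KO against shPCBP1 (39 genes), the 2 groups fitted alone gave 1048 genes, and leaving out one sample gave from 3 to 27 genes. For LIFR KO against shPCBP1 (816 genes), median-ratio rescaling gave 489, an adjusted p under 0.05 gave 359, the 2 groups fitted alone gave 35, and leaving out one sample gave from 5 to 7234, the highest without clone 1, which leaves the 2 libraries with the GC shift. For FAM3C KO against LIFR KO (1045 genes), an adjusted p under 0.05 gave 587, and leaving out one sample gave from 1 to 6673. For shPCBP1 against shSCR (9123 genes), a fold change of at least 1.5 gave 3543. In the second dataset leaving out a sample leaves 1 in a group, so no call was made.

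Of the median-ratio calls in FAM3C KO against LIFR KO, 502 were higher and 322 lower, against 862 and 183. In LIFR KO against shPCBP1, 188 were higher and 301 lower, against 115 and 701, and quantile normalization gave 245 and 370.

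With the replicate number as a block, 15 genes passed in FAM3C KO, 10 in LIFR KO, 0 in FAM3C KO against LIFR KO (3005 at an unadjusted p under 0.05) and 9235 in shPCBP1 against shSCR. The gene set differences under the block were -0.03 (adjusted p = 0.321 from limma's camera) and -0.162 (adjusted p = 0.00278). Same-numbered samples did not deviate together. The correlation of their deviations averaged -0.02 over 9 pairs in the first dataset, from -0.18 to 0.15, and was 0.05 in the second.

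Lifr in FAM3C KO passed the threshold with the 2 groups fitted alone (log2 fold change -1.18, adjusted p = 0.0203) and with Table S1's groups, chosen after seeing the data (-1.59, adjusted p = 0.0646). Over the 16 alternatives with a test the adjusted p ran from 0.0203 to 0.494. Without LIFR KO clone 3, the log2 fold changes in LIFR KO of Lifr (0.01) and Twist2 (0.05) reversed. Leaving out one sample gave from -0.62 to 0.01 for Lifr and from -1.07 to 0.05 for Twist2. Over all settings, those chosen after seeing the data included, each was stronger in 1. The lowest adjusted p from limma was 0.0619 for Lifr and 0.0133 for Twist2, both past the threshold. Twist1 in shPCBP1 against shSCR, a difference of log2(CPM + 0.1), was 1.93 after quantile normalization and 0.41 with a pseudocount of 1 CPM.

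The superimposition (168 genes, 59.5% lower in both, 25.6% opposite) held 343 genes with no filter, 343 over all common genes, 51 at a fold change of 2 and 9 with an adjusted p under 0.07 in all 3 comparisons. The share lower in both was 69.6% with a pseudocount of 1 CPM, 66.9% with 0.5 CPM in every sample of a compared group, 66.7% at a fold change of 2 and 100% with the adjusted p. It was 52.7% after median-ratio rescaling, 54.7% after quantile normalization and 54.2% with split controls. The share opposite was 18.3% with a pseudocount of 1 CPM, 18.7% with no filter, 34.0% with split controls and 0% with the adjusted p. Leaving out one sample gave 145 to 192 genes, 44.0% to 63.5% lower in both and 16.7% to 47.2% opposite.

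The following settings were chosen after seeing the data. GC correction gave 251, 36 and 82 genes in FAM3C KO, LIFR KO and FAM3C KO against LIFR KO, and 51.5% lower in both. With the replicate block added it gave 4, 0 and 0 genes (1654 and 2273 at an unadjusted p under 0.05 for the last 2), 46.5% lower in both and 19.5% opposite. LIFR KO clone 1 alone gave 41.8% lower in both and 46.6% opposite. Table S1's groups gave 483 genes in FAM3C KO and 7563 in LIFR KO, 74.1% lower in both and 5.67% opposite. Ratios of group means over all common genes gave 425 genes. With Table S1's groups they gave 552 genes, 68.3% lower in both and 5.43% opposite, matched by gene name 505 genes, 69.5% and 5.74%, and without the double KO 496 genes and 16.3% opposite. Without a test, ratios of group means gave Twist1 -5.01 in FAM3C KO and -4.84 in LIFR KO, or -4.96 and -4.91 with Table S1's groups. All knockout libraries are at the value that stands for no reads, so these are bounds set by it.

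Among 31 named results, which include Lifr and Twist2 in LIFR KO, 271 alternatives left the result the same and 121 were weaker. Another 2 were stronger, 2 reversed and 1 without a test moved by more than the standard error. The 2 reversals are those of Lifr and Twist2 given above.

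Of the 35 splits of the 7 samples, 1 gave as many genes as FAM3C KO against shPCBP1 and 2 as many as LIFR KO against shPCBP1. The split with more, 2454 genes, groups LIFR KO clones 2 and 3, the libraries with the GC shift, with CT clone 1, and LIFR KO clone 1, which has no GC shift (correlation 0.09), with the other 3 shPCBP1 lines. A grouping by the shift across the knockout labels thus gave more genes than the labelled groups, and the 816 genes cannot be put down to the knockout alone. For the gene set, 8 of 35 splits gave a difference as large in FAM3C KO and 1 of 35 in LIFR KO. Of the 8 splits that part 3 same-numbered pairs, 1 and 2 gave as many genes. The other splits part fewer pairs, and 8 splits cannot give a share under 0.05. Splits of the samples also take the clones as independent. They could not tell a shared origin of the FAM3C KO clones from the knockout.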

Differences from the paper's values

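The superimposition held 168 genes, and the paper's number is 490. With no filter on low values and over all common genes it held 343, within 1.5 times of the paper's, and the other 24 alternatives set before the data were examined did not close the gap. Settings chosen after seeing the values that did were ratios of group means with the labelled groups (425), with Table S1's groups (552, or 505 matched by gene name) and with those less the double KO (496).

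Of the superimposed genes 25.6% moved in opposite directions, against the paper's 4.9% in Table S1. None of the 26 alternatives set before the data were examined closed the gap. With Table S1's groups, chosen after seeing the values, the share was 5.67%, or 5.43% with ratios of group means and 5.74% matched by gene name.

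The log2 fold change of Lifr in LIFR KO was -0.37, and the paper's in Table S1 is -1.0. None of the 11 alternatives set before the data were examined closed the gap. With Table S1's groups, chosen after seeing the values, it was -1.36, or -1.01 with ratios of group means. The log2 fold change of Twist1 was -2.36 in FAM3C KO and -2.31 in LIFR KO, and the paper's in Table S1 are -4.96 and -4.91. None of the 10 alternatives set before the data were examined closed either gap. Ratios of group means in place of means of log2(CPM + 0.1), chosen after seeing the values, gave -5.01 and -4.84 with the labelled groups and -4.96 and -4.91 with Table S1's groups. All knockout libraries are at the value that stands for no reads, so these ratios are bounds.

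In FAM3C KO 815 genes met the fold change cutoff, against about 1800 in Figure 4a, read by eye. No filter on low values and all common genes closed this gap (1418), and the other 24 alternatives set before the data were examined did not. In LIFR KO 1931 genes met it, against about 5300 in Figure 4a, read by eye. Leaving out LIFR KO clone 1 closed this gap (3979), and the other 25 did not. With Table S1's groups and ratios of group means, chosen after seeing the values, the numbers were 1668 and 5020.

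The paper's Figure 2a marks Lifr as changed in FAM3C KO. Its adjusted p was 0.175 with all 3 groups in the fit, 0.0203 with the 2 groups fitted alone and 0.0646 with Table S1's groups, the last chosen after seeing the values. The paper lists Lifr among the superimposed genes, and with the labelled groups Lifr was not among the 168. The paper's Figure 4d marks Twist1 as changed, and the exact permutation test gave p = 0.171 for each knockout. Every knockout clone was below every shPCBP1 line, but CT clones 2 and 3 (0.0808 and 0.172 CPM) were themselves close to the value that stands for no reads.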

Other observations

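Apart from the comparison with log2, the test of shared controls and the panels of genes, the tests in this part were chosen after the result was seen.

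Table S1 lists fold changes of shPCBP1 over shSCR. For 488 genes the median absolute difference between the listed value and log2 of the deposited ratio was 2.52, and that to the logarithm of the ratio to base 1.5 was 3.61e-06. The column may hold logarithms to base 1.5.

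The knockout columns of Table S1 were compared with ratios of mean CPM over all 1905 combinations of knockout and shPCBP1 libraries. The closest match for FAM3C KO was clones 1 to 3 with the double KO (median absolute log2 difference 0.00187, next closest 0.11, labelled groups 0.146). The closest for LIFR KO was clones 2 and 3 with the double KO (0.00165, next closest 0.11, labelled groups 0.401). The double KO would then be in both groups. Leaving it out lowered the share with the same direction by 10.9 percentage points, from 94.6% to 83.7%. A library counted in both groups may account for part of the shared direction in the table. The 83.7% that stays is not explained by the double KO, but it still rests on shared shPCBP1 controls and on LIFR KO clone 3. Part of it would also arise from the shares lower in each knockout alone, for which no value is given with these groups.

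Shared shPCBP1 controls are another candidate explanation of the shared direction. With separate controls the share was 66.0%, against 74.4% with shared ones and 55.7% from the shares lower in each knockout alone. No boundary between the outcomes had been set, and the test does not decide.

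A resemblance of LIFR KO clone 3 to the FAM3C KO clones is a further candidate explanation. Leaving clone 3 out lowered the share with the same direction by 21.6 percentage points, from 74.4% to 52.8%, while without clone 1 it was 80.4% and without clone 2 83.3%. Maged2, Ebf3 and Zfp503 were at the lowest value of the library in clone 3 and in the double KO, and at 7.03 and 4.03, 7.37 and 3.12, and 2.58 and 1.58 CPM in LIFR KO clones 1 and 2. The FAM3C KO clones were at 0.177 CPM or below for all 3 genes. Other genes went against the resemblance. Elfn2, Gpr141 and Ogdhl, the largest increases in FAM3C KO (2.00 to 3.68, 1.64 to 2.16 and 9.20 to 10.4 CPM), were at 0.214, 0.429 and 4.42 CPM in clone 3 and at 0.281, 1.59 and 8.06 CPM in the double KO.

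Clone 3 also shared shifts of whole regions with the FAM3C KO clones. After correction for GC content, genes of chromosome 4 from 140000001 on (116 genes, GRCm38) had median log2 differences from the shPCBP1 mean of 0.43 to 0.66 in the 3 FAM3C KO clones, 0.58 in LIFR KO clone 3 and 0.47 in the double KO. For the 106 genes in the window of 20 Mb of chromosome 8 from 80000001 on the values were -0.53 in all 4 clones and -0.52 in the double KO, and for the 88 genes of chromosome 17 from 60000001 on they were 0.39 to 0.46, 0.47 and 0.42. LIFR KO clones 1 and 2 lay between -0.08 and 0.06 in all 3 regions, and the unaltered shPCBP1 line stood at -0.26 on chromosome 8. GC content does not account for the shifts in the FAM3C KO clones, whose correlations with it were at most 0.22 in size. On chromosome 4 the shift of LIFR KO clone 3 and the double KO rests on the correction. Before it they stood at 0.03 and 0.08, LIFR KO clone 2 at -0.64 and the FAM3C KO clones at 0.32 to 0.65. On chromosome 8 clone 3 and the double KO were at -0.88 and -0.98 before it, and LIFR KO clone 2 at -0.41. On chromosome 17 clone 3 and the double KO were at 0.48 and 0.42 before it. Over 8893 genes outside every shifted window, the Spearman correlation with the FAM3C KO mean was 0.51 in LIFR KO clone 3 and 0.61 in the double KO, against 0.07 and 0.11 in LIFR KO clones 1 and 2. The correlation with the double KO was 0.75 in clone 3, 0.4 in clone 2 and -0.05 in clone 1. A FAM3C KO sample mislabelled as clone 3 or mixed into it was weighed on the 39 genes past the threshold in FAM3C KO, after correction for GC content. Of the 11 higher genes, 9 were below every FAM3C KO clone in each of LIFR KO clones 1 to 3, and 7 in the double KO, which lacks FAM3C by its label. Of the 28 lower genes, 17 were above every FAM3C KO clone in clone 3, against 18 and 21 in clones 1 and 2 and 10 in the double KO (14, 18, 15 and 9 without the correction). On these genes clone 3 stood nearer to the other LIFR KO clones than to the double KO. The fit that gave the 39 genes took part of its spread from the LIFR KO clones. Genes on which clone 3 departs from clones 1 and 2 were therefore less likely to pass. The genes were also picked for their extremes in the same FAM3C KO clones, so they cannot decide on a mislabelled sample. Lifr in clone 3 (14.6 CPM) lay within the 10.5 to 19.2 CPM of FAM3C KO, unlike clones 1 and 2 (34.9 and 29.3 CPM). Fam3c in clone 3 (44.5 CPM) lay between the shPCBP1 lines (47.0 to 59.4 CPM) and the FAM3C KO clones (26.4 to 42.9 CPM). A shared origin of the cells could also give the resemblance, and so could an effect of the knockouts. The values do not tell these apart, and they remain hypotheses.

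For the 816 genes in LIFR KO, a GC content bias between libraries was weighed. After correction 36 genes passed. In simulated data a GC trend in 2 of 3 libraries gave 0 calls without correction, but the simulation held only that trend and independent spread. Among the real libraries, the split that groups LIFR KO clones 2 and 3 with CT clone 1 gave 2454 genes. The simulated 0 therefore does not argue against bias. Bias may contribute, and the test does not decide.

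In LIFR KO clones 1 and 2, genes of chromosome 15 from 60000001 on (296 genes, GRCm38) were lower, with a median log2 difference of -0.45 and -0.44 after correction for GC content, and genes of chromosome 19 from 20000001 on were higher, by 0.52 and 0.50. LIFR KO clone 3 stood at 0.04 and -0.06. GC content does not account for it in clone 1, whose correlation was 0.09. In both clones 96.3% of the chromosome 15 genes were below the shPCBP1 mean. A copy number difference between clones could give this, but the region was picked for its shift and DNA was not measured, so it remains a hypothesis.

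In FAM3C KO clone 2, the 232 genes of chromosome 18 in the first 4 windows of 20 Mb were higher by 0.50. The correlation with GC content was -0.22, and 90.9% of the genes were above the shPCBP1 mean. The same hypothesis and the same limit hold, with a copy number difference as one that could give it. Of the 135 windows in 11 libraries, those not in a region named above that moved by at least 0.3 were one of chromosome 13 from 20000001 on, in LIFR KO clone 3 (-0.43) and the double KO (-0.55), and one of chromosome 10 from 120000001 on, in CT clone 2 (0.45).

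In shPCBP1 against shSCR, whole chromosomes differed, from a median log2 difference of -0.36 on chromosome 19 to 0.31 on chromosome 15. The correlation of the fold changes with GC content was 0.1. No biological explanation was tested.

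The directions of the panels of genes are given with no explanation tested. Of 7 mesenchymal genes, all were higher in shPCBP1 than in shSCR and past the threshold (median log2 fold change 1.54). In FAM3C KO all 7 were higher than in shPCBP1 (median 0.49), or 6 after quantile normalization, with 0 past the threshold over all genes (2 at an unadjusted p under 0.05) and 1 over the panel alone. In LIFR KO 3 were higher and 4 lower (median -0.17), or 4 and 3 after quantile normalization and after correction for GC content. Of 7 receptor or STAT3 response genes, 6 were higher in shPCBP1 than in shSCR (median 0.47). In FAM3C KO 4 were higher and 3 lower (median 0.01). In LIFR KO all 7 were lower (median -0.65), or 6 after median-ratio rescaling and 5 after correction for GC content (median -0.12), with 0 past the threshold over all genes (4 at an unadjusted p under 0.05) and 4 over the panel alone. Of 4 epithelial genes, 3 were lower in shPCBP1 than in shSCR (median -0.36), or 2 after quantile normalization. In FAM3C KO 2 were higher and 2 lower. In LIFR KO all 4 were lower (median -0.39), or 2 after median-ratio rescaling and 3 after quantile normalization and after correction for GC content. Krt18 alone passed the threshold, without any rescaling or correction. Krt8 and Krt18 lie in the region of chromosome 15 that was lower in LIFR KO clones 1 and 2. Cdh2 and Zeb1 lie in the region of chromosome 18 that was higher in FAM3C KO clone 2. Junb lies in the window of chromosome 8 that was lower in the FAM3C KO clones and LIFR KO clone 3. For these genes a shift of the region cannot be told apart from a change of the gene.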
